# Unraveling CD8 lineage decisions reveals that functionally distinct CD8^+^ T cells are selected by different MHC-I thymic peptides

**DOI:** 10.1038/s41590-025-02411-4

**Published:** 2026-01-19

**Authors:** Miho Shinzawa, Nicole Ramos, Khanh Bui, William Hajjar, Assiatu Crossman, Xiongfong Chen, Margaret Cam, Yousuke Takahama, Alfred Singer

**Keywords:** CD8-positive T cells, Lymphocyte differentiation

## Abstract

Thymocytes signaled by T cell antigen receptors to undergo positive selection acquire different functional fates while migrating through the thymus, but how this occurs remains uncertain. We now report that encoding CD8 co-receptors in both *Cd4* and *Cd8* gene loci modulates major histocompatibility complex (MHC-I) class I T cell antigen receptor signaling duration to generate all potential CD8^+^ T cell subsets. Strikingly, such mice revealed that functionally different CD8^+^ T cells are selected by different MHC-I thymic peptides. Thymocytes signaled by β5t-peptides produced by thymoproteasomes exclusively expressed in the thymic cortex invariably become cytotoxic CD8^+^ T cells indicating their signaling ceases when thymocytes leave the cortex; whereas thymocytes signaled by nonβ5t-peptides expressed throughout the thymus become either helper or innate memory CD8^+^ T cells because their signaling persists or recurs outside the cortex. Thus, it is because of their different thymic distributions that different MHC-I peptides select functionally different CD8^+^ T cells, integrating peptide specificity and CD8^+^ T cell function during positive selection and thymocyte migration.

## Abstract (web summary)

Shinzawa et al. developed CD8^Dual^ mice that express CD8 co-receptors from both *Cd4* and *Cd8* gene loci. Using this model they find that thymic distribution of major histocompatibility complex class I peptides influences lineage commitment and CD8^+^ T cell function.

## Main

During T cell development in the thymus, immature thymocytes are signaled by T cell antigen receptors (TCRs) to undergo positive selection and to differentiate into CD4^+^ or CD8^+^ mature T cells that possess either helper or cytotoxic function^1–3^. Thymocytes that are induced to express the helper factor ThPOK differentiate into helper T cells and those that are induced to express the cytotoxic factor Runx3d differentiate into cytotoxic T cells^4–8^. The lineage factor that TCR-signaled thymocytes express depends on the ligand specificity of their TCR in that TCR–CD8 complexes that engage MHC-I ligands signal thymocytes to become cytotoxic T cells, whereas TCR–CD4 complexes that engage MHC-II ligands signal thymocytes to become helper T cells^9–11^. How TCR/co-receptor signaling induces thymocytes to express one or the other lineage factor during positive selection remains controversial and incompletely understood.

T cell lineage fate determination in the thymus is currently best described by the kinetic signaling model, which is based on the fact that TCR signaling of immature CD4^+^CD8^+^ double-positive thymocytes initially terminates *Cd8* gene expression, regardless of TCR’s ligand specificity^12,13^. When *Cd8* gene expression is terminated, TCR signaling dependent on *Cd8*-encoded co-receptors becomes disrupted, whereas TCR signaling that is independent of *Cd8*-encoded co-receptors persists^12–15^. Consequently, the key concept of kinetic signaling is that T cell lineage fate is determined during positive selection by whether TCR signaling is persistent or disrupted: TCR signaling persistence induces ThPOK, which directs thymocyte differentiation into helper T cells^16,17^, whereas TCR signaling disruption allows thymic cytokines to induce Runx3d, which directs thymocyte differentiation into cytotoxic T cells^18,19^. Interestingly, six different thymic cytokines (interleukin (IL)-7, IL-15, IL-6, interferon gamma (IFNγ), thymic stromal lymphopoietin (TSLP) and transforming growth factor-beta (TGFβ)) have been identified as inducing Runx3d expression and CD8^+^ T cell differentiation when TCR signaling is disrupted during positive selection^19^.

Understanding of T cell lineage fate determination was substantially advanced by a recent study using ‘FlipFlop’ mice in which CD4 and CD8 co-receptors were encoded in opposite *Cd4* and *Cd8* gene loci^20^. Remarkably, FlipFlop mice generated a functionally reversed T cell immune system in which CD8^+^/MHC-I T cells are helpers and CD4^+^/MHC-II T cells are cytotoxic effectors^20^. Thus, this study revealed that T cell lineage fate is not determined by CD4/CD8 co-receptors themselves, but is instead determined by *Cd4* and *Cd8* gene loci that encode CD4/CD8 co-receptors and regulate the kinetics of co-receptor-dependent TCR signaling during positive selection^13,20,21^. However, the possibility that factors other than co-receptor gene loci might also affect T cell lineage fate determination has not been addressed and remains unknown.

The present study was undertaken to specifically identify mechanisms underlying CD8^+^ T cell lineage fate determination during MHC-I positive selection in the thymus. To do so, we constructed CD8^Dual^ mice, which encode CD8 co-receptors in both *Cd4* and *Cd8* gene loci to focus specifically on functional lineage fate decisions by MHC-I TCR-signaled thymocytes. We found that CD8^Dual^ mice are unique in generating both helper and cytotoxic CD8^+^ T cells, and this made it possible to discover that functionally distinct CD8^+^ T cell lineage fates are induced by different MHC-I thymic selecting peptides. Surprisingly, we found that MHC-I thymic selecting peptides expressed exclusively in the thymic cortex only stimulate generation of cytotoxic CD8^+^ T cells indicating that TCR signaling ceases when thymocytes disengage from the cortex, whereas MHC-I thymic selecting peptides that are expressed throughout the thymus stimulate generation of helper and innate memory (IM) CD8^+^ T cells indicating that their TCR signaling continues or recurs outside the cortex. We conclude that it is because MHC-I TCR signaling persistence/disruption dictates CD8^+^ T cell lineage fates that different MHC-I thymic peptides select functionally distinct (helper, cytotoxic and IM) CD8^+^ T cell subsets. Thus, this study integrates peptide specificity, T cell function and thymic migration to indicate how developing CD8^+^ T cells acquire different functionalities during MHC-I positive selection in the thymus.

## Results

### Mice with *Cd4* and *Cd8* gene loci that both encode CD8 co-receptors

To identify underlying mechanisms responsible for different CD8^+^ T cell lineage fates, we constructed CD8^Dual^ mice whose *Cd4* and *Cd8* gene loci both encode CD8 co-receptors. The *Cd4* gene locus was modified to encode CD8α.1 and CD8β proteins instead of CD4 proteins, while the *Cd8* gene locus was left intact^20^. In homozygous CD8^Dual^ mice, *Cd4* gene loci encoded CD8 co-receptors (*Cd4*^CD8^) composed of CD8α.1CD8β dimers (referred to as CD8.1 co-receptors) and *Cd8* gene loci encoded CD8 co-receptors (*Cd8*^CD8^) composed of CD8α.2CD8β dimers (referred to as CD8.2 co-receptors; Fig. 1a). 

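In the mouse reference genome (GRCm38, also called mm10, with the GENCODE M21 annotation), the co-receptor genes lie on chromosome 6. *Cd4* (ENSMUSG00000023274) spans bases 124864692 to 124888221 on the minus strand. Its annotated transcript *Cd4*-201 has 10 exons, of which exons 2 to 10 hold coding sequence for 457 amino acids, so that exon 1 is entirely 5′ untranslated. *Cd8a* (ENSMUSG00000053977) spans bases 71373427 to 71379173 on the plus strand, and its transcript *Cd8a*-201 has 5 exons, all with coding sequence, for 247 amino acids. *Cd8b1* (ENSMUSG00000053044) spans bases 71322788 to 71337494 on the plus strand, and its transcript *Cd8b1*-201 has 6 exons, all with coding sequence, for 213 amino acids. There are 35932 bases between *Cd8b1* and *Cd8a*, and 53485518 bases between *Cd8a* and *Cd4*.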

CD8.1 and CD8.2 co-receptors differ only in a single CD8α amino acid that does not affect CD8 co-receptor function^22^.

**Fig. 1:**
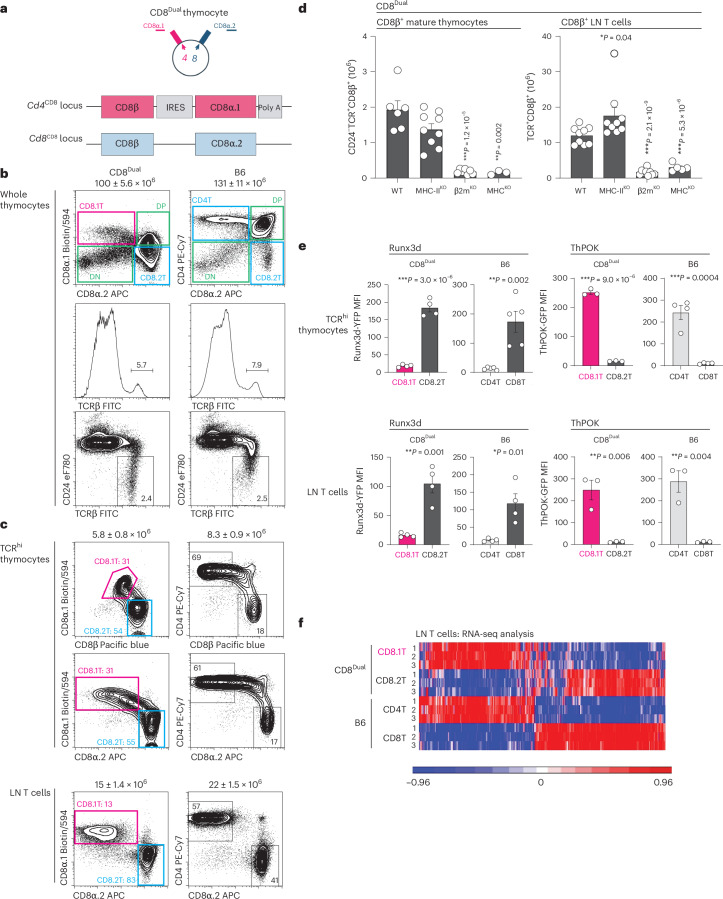
Characterization of CD8^Dual^ mice. **a**, Top: schematic of double-positive thymocytes from CD8^Dual^ mice. The altered *Cd4* gene locus encodes CD8α.1 co-receptors (composed of CD8α.1CD8β dimers), and the endogenous *Cd8* gene locus encodes CD8α.2 co-receptors (composed of CD8α.2CD8β dimers). Bottom: schematic of the altered *Cd4*^CD8^ and endogenous *Cd8*^CD8^ genes in CD8^Dual^ mice; IRES, internal ribosome entry site; poly A, polyadenylation signals. **b**, Flow cytometry analysis of whole thymocytes from CD8^Dual^ (*n* = 16) and B6 (*n* = 15) mice (representative of 15 independent experiments). Top: *Cd4*-encoded co-receptors (CD8α.1 or CD4) versus *Cd8*-encoded co-receptor CD8α.2 profile, showing four thymocyte subsets; double-negative (DN), double-positive (DP) and two single-positive T cell subsets. Total cell number (mean ± s.e.m) is shown above profiles. Middle: TCRβ histogram, showing TCRβ^hi^ (TCR^hi^) thymocytes. Bottom: CD24 versus TCRβ profile, showing CD24^−^TCR^+^ mature thymocytes. **c**, Flow cytometry analysis of TCR^hi^ thymocytes and TCR^+^ LN T cells from CD8^Dual^ (*n* = 16) and B6 (*n* = 15) mice, showing *Cd4*-encoded co-receptor (CD8α.1 or CD4) versus *Cd8*-encoded co-receptor (CD8α.2) or CD8β profiles. TCR expression of LN cells are shown in Extended Data Fig. 1b. Numbers (mean ± s.e.m.) of TCR^hi^ thymocytes and LN T cells are shown above profiles (representative of 15 independent experiments). **d**, Numbers of CD8β^+^ T cells among CD24^−^TCR^+^ mature thymocytes (T) and TCR^+^ LN T cells (L) in CD8^Dual^ mice with the indicated MHC deficiencies. CD8β histograms are shown in Extended Data Fig. 1d (WT: T (*n* = 6), L (*n* = 9), MHC-II^KO^: T (*n* = 9), L (*n* = 9), β2m^KO^: T (*n* = 7), L (*n* = 9), MHC^KO^: T (*n* = 3), L (*n* = 5), 3–7 independent experiments). **e**, Mean fluorescence intensity (MFI) of Runx3d-YFP and ThPOK-GFP reporter expression in CD8.1, CD8.2, CD4^+^ and CD8^+^ T cells among TCR^hi^ thymocytes and TCR^+^ LN T cells in CD8^Dual^ and B6 mice based on histograms shown in Extended Data Fig. 1e (Runx3d-YFP: CD8^Dual^ T (*n* = 4), L (*n* = 4), B6 T (*n* = 5), L (*n* = 4), ThPOK-GFP: CD8^Dual^ T (*n* = 3), L (*n* = 3), B6 T (*n* = 4) L (*n* = 3), representative of 3–5 independent experiments). **f**, RNA-seq analysis of CD62L^+^TCR^+^ LN T cells from CD8^Dual^ and B6 mice. Genes differentially expressed between B6 CD4^+^ and CD8^+^ LN T cells were evaluated in the heat map for analysis of gene expression in CD8.1 and CD8.2 LN T cells from CD8^Dual^ mice (*n* = 3 per group, *P* < 0.05, 5-fold change). Numbers within profiles and histograms indicate frequency of cells in each box or lines (**b** and **c**). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**d** and **e**).

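The RNA-seq covered 4 groups of sorted LN T cells: CD4+ and CD8+ T cells from B6 (C57BL/6) mice, and CD8.1 and CD8.2 T cells from CD8 Dual mice. Each group had 3 samples of pooled sorted cells, 12 in all. The sort is given as CD62L+TCR+ in the legend and as TCRβ+CD62L+CD44- in the paper's methods, while the sample labels name CD62L and TCRβ and no CD44 gate. The labels describe male mice of 6 to 10 weeks, and the paper's methods give 6 to 12 weeks and both sexes for its mice in general. The authors made libraries from total RNA with a low-input kit and sequenced read pairs of 125 bases. They aligned the reads to mm10 with STAR and produced raw counts with RSEM. The deposited values are whole-number counts for 49585 genes, without normalization. The total count per sample was 21201337 to 22750616 in B6 CD4+ T cells (median 22410845), 20386247 to 27637080 in B6 CD8+ T cells (median 24418062), 20195646 to 23041779 in CD8.1 T cells (median 21676556) and 18667474 to 37110502 in CD8.2 T cells (median 23466467). The most counted gene of CD8.2 replicate 3, *Gm42418*, held 3.14% of its counts. In every other sample the most counted gene was *Eef1a1*, with 2.06% to 2.72%. From the counts, edgeR's quasi-likelihood test was fitted to all 12 samples in a single model with a mean for each group, after normalization by TMM (trimmed mean of M-values), over the 13118 genes that passed edgeR's filter on low counts. Following the paper's definition, a DEG had a fold change of more than 5 and an unadjusted *P* under 0.05. Expression is given as CPM, the counts scaled to a common library total after TMM normalization. The smallest value the depth can show, 3 counts, lay between 0.0875 and 0.167 CPM. Such floors cover counting error only, since PCR copies are not independent molecules. The common biological coefficient of variation among replicates was 11.2%.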

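Between B6 CD4+ and CD8+ LN T cells, 431 genes met the DEG definition. Without the filter on low counts, which moved this number most among the settings that kept the definition and the test, 975 genes did. In CD8 Dual mice, 414 of the 431 genes (96.1%, Wilson 95% interval 93.8% to 97.5% over genes, which are not independent) differed between CD8.1 and CD8.2 T cells in the direction in which they differed between B6 CD4+ and CD8+ T cells. Of the 431 genes, 281 (65.2%, interval 60.6% to 69.5%) met the DEG definition again in that direction. Among the genes higher in B6 CD4+ T cells, 100% kept their direction and 80.5% met the definition again. Among those higher in B6 CD8+ T cells, 92.1% kept their direction and 50.0% met it again. The median log2 fold change of the genes higher in B6 CD4+ T cells was 3.47 in B6 mice and 3.39 in CD8 Dual mice, and that of the genes higher in B6 CD8+ T cells was −3.49 and −2.31. Across the 431 genes, which are not independent replicates, the log2 fold changes in the 2 strains had a Pearson's *r* of 0.912 and a Spearman's rho of 0.888. These genes were chosen for large changes of both signs in B6 mice, which raises the correlation. Within the genes higher in B6 CD4+ T cells Pearson's *r* was 0.613, within those higher in B6 CD8+ T cells it was 0.559, and over all tested genes it was 0.767 (Spearman's rho 0.613). The difference between the strains in each gene's change was tested as an interaction, and 74 of these genes had an adjusted *P* under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 66 of the 74 the gene was higher in B6 CD8+ T cells, and in all 66 the change in CD8 Dual mice was shifted toward CD8.1 T cells. Choosing genes by their B6 change favours this direction, since the interaction subtracts the same B6 estimate. It can also lower the share that met the definition again and the median changes in CD8 Dual mice. For the 8 genes higher in B6 CD4+ T cells the choice favours a shift toward CD8.2, seen in 5, while 3 shifted toward CD8.1. Of the 17 genes that changed in the opposite direction in CD8 Dual mice, 1 met the DEG definition there. That gene was *Gpr15* (ENSMUSG00000047293.6, chromosome 16, 58717433 to 58719070), which overlaps *Cpox* on the other strand. Its log2 fold change was −2.88 (standard error 0.262) in B6 mice and 2.69 (standard error 0.255) in CD8 Dual mice, with an interaction of 5.58 (adjusted *P* = 2.77e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Replicate numbers are shared by the groups. The deviations of same-numbered B6 CD4+ and CD8+ samples from their group means had a mean correlation of 0.174, against −0.0864 for different numbers. Deviations within a group cancel out, so the second value largely follows from the first and is not a separate baseline. With the replicate number as a block within each strain, 430 genes met the DEG definition in B6 mice. Of these, 96.3% changed in the same direction and 64.4% met the definition again in CD8 Dual mice. For the 975 genes found without the filter on low counts, these shares were 75.7% and 38.8%, and Pearson's *r* was 0.643.

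**Figure D1:**
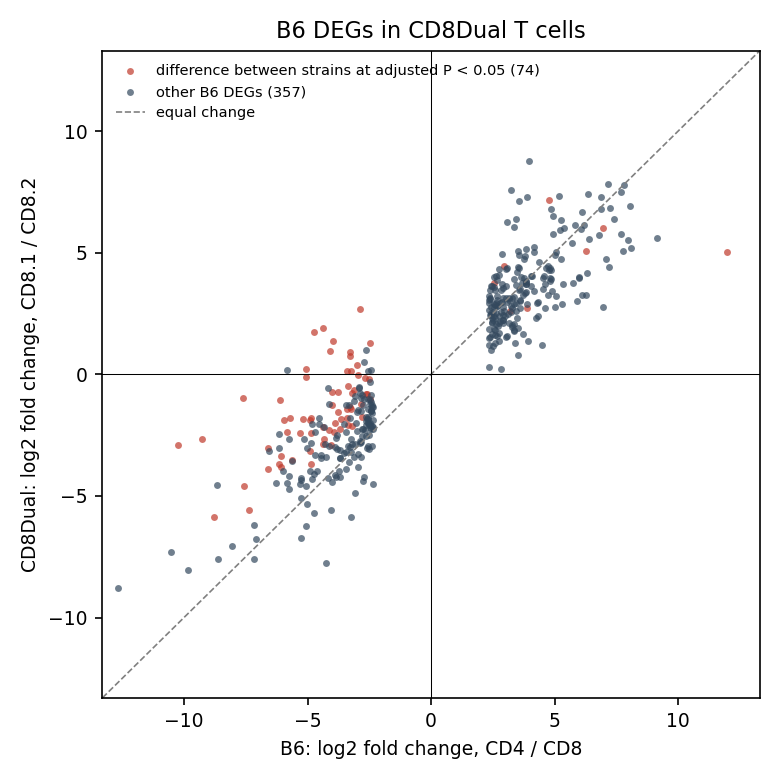
Log2 fold change of the 431 B6 DEGs between B6 CD4+ and CD8+ T cells (x axis) and between CD8.1 and CD8.2 T cells (y axis), with each point a gene. The dashed line marks equal change, and the 74 genes with an interaction at an adjusted *P* under 0.05 are red.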

Expression of CD8.1 and CD8.2 co-receptors defined four thymocyte subsets in CD8^Dual^ mice that are analogous to those defined by CD4^+^ and CD8^+^ co-receptors in wild-type (WT) C57BL/6 (B6) mice (Fig. 1b). CD8^Dual^ thymocytes consisted of CD8.1^−^8.2^−^ double-negative cells, CD8.1^+^8.2^+^ double-positive cells and CD8.1^+^8.2^−^ and CD8.1^−^8.2^+^ single-positive cells (referred to simply as CD8.1 and CD8.2 cells; Fig. 1b,c and Extended Data Fig. 1a). Notably, CD8.1 and CD8.2 cells are distinct subsets of mature TCR^hi^ thymocytes that emigrate into peripheral lymph nodes (LNs) as CD8.1 and CD8.2 T cells (Fig. 1c and Extended Data Fig. 1b,c). We found that CD8.1 and CD8.2 T cells were both selected by MHC-I-specific TCRs, as generation of all CD8^Dual^ T cells was abrogated by MHC-I deficiency (β2m^KO^) but their generation was not significantly reduced by MHC-II deficiency (MHC-II^KO^; Fig. 1d and Extended Data Fig. 1d). Thus, CD8.1 and CD8.2 T cells both express MHC-I-specific TCR and CD8 co-receptors.

### Distinct lineage fates of CD8.1 and CD8.2 T cells

Even though CD8.1 and CD8.2 T cells both express MHC-I-specific TCR and CD8 co-receptors, they expressed opposite T cell lineage factors in that *Cd4*-encoded CD8.1 T cells express helper factor ThPOK, and *Cd8*-encoded CD8.2 T cells express cytotoxic factor Runx3d (Fig. 1e and Extended Data Fig. 1e). Moreover, genome-wide RNA sequencing (RNA-seq) revealed that the transcriptional profile of CD8.1 T cells resembled that of B6 CD4^+^ helper T cells, while the transcriptional profile of CD8.2 T cells resembled that of B6 CD8^+^ cytotoxic T cells (Fig. 1f). In addition, the molecular expression pattern of CD8.1 T cells resembled that of B6 CD4^+^ helper T cells^17,23–25^, while the molecular expression pattern of CD8.2 T cells resembled that of B6 CD8^+^ cytotoxic T cells (Extended Data Fig. 2a–c)^26–30^. Thus, the different molecular expression patterns of helper lineage T cells and cytotoxic lineage T cells do not result from their expression of different co-receptor proteins but result from their expression of co-receptors encoded in different *Cd4*/*Cd8* co-receptor gene loci, as helper lineage CD8.1 T cells express co-receptors encoded in *Cd4* gene loci and cytotoxic lineage CD8.2 T cells express co-receptors encoded in *Cd8* gene loci.

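The co-receptor genes were read first, as a check of the labels. *Cd4* (ENSMUSG00000023274.14) was at 969 ± 53.0 CPM in B6 CD4+, 0.244 ± 0.120 in B6 CD8+, 49.7 ± 2.27 in CD8.1 and 1.47 ± 0.341 in CD8.2 T cells (mean ± SD, n = 3 samples per group, here and for the following values). *Cd8a* (ENSMUSG00000053977.13) was at 1.17 ± 0.428, 1423 ± 48.8, 192 ± 11.5 and 1460 ± 30.4 CPM in the same groups, and *Cd8b1* (ENSMUSG00000053044.8) at 33.2 ± 2.87, 2235 ± 103, 193 ± 31.7 and 2002 ± 6.21 CPM. Counts per gene do not tell which locus or allele a *Cd8a* or *Cd8b1* read came from. Sample profiles were then compared over all tested genes. The mean Pearson's *r* between samples was 0.976 for B6 CD4+ with CD8.1 and 0.984 for B6 CD8+ with CD8.2 T cells, against 0.943 for B6 CD8+ with CD8.1 and 0.960 for B6 CD4+ with CD8.2 T cells. Within groups it was 0.988 (B6 CD4+), 0.990 (B6 CD8+), 0.984 (CD8.1) and 0.992 (CD8.2). These correlations run across genes, which are not independent replicates. Hierarchical clustering into 2 clusters placed the 3 B6 CD4+ and 3 CD8.1 samples in one and the 3 B6 CD8+ and 3 CD8.2 samples in the other. Each CD8 Dual sample was also placed on a scale set by the B6 DEGs, on which 0 is the B6 CD8+ mean and 1 the B6 CD4+ mean. CD8.1 samples scored 0.931 ± 0.00848 (SD, n = 3) and CD8.2 samples 0.181 ± 0.00613 (SD, n = 3). The 2 groups did not overlap (two-sided exact permutation test, *P* = 0.1, the smallest that 3 samples against 3 allow). B6 samples scored on genes chosen without them gave 0.971 ± 0.0227 for CD4+ and 0.0251 ± 0.0101 for CD8+ T cells (SD, n = 3). The CD8.2 score thus lay above that of every B6 CD8+ sample, the highest of which was 0.0357. The score that moved most with the processing was that of CD8.1, which was 0.867 when the scale was set by genes chosen with an unpaired two-sample test. From the heat map of these genes, the paper concludes that the transcriptional profile of CD8.1 T cells is like that of helper T cells and that of CD8.2 T cells like that of cytotoxic T cells, although both carry CD8 co-receptors and MHC-I-specific TCRs. Under the DEG definition, 80 genes differed between CD8.1 and B6 CD4+ T cells and 532 between CD8.1 and B6 CD8+ T cells. CD8.2 T cells differed from B6 CD8+ T cells in 76 genes and from B6 CD4+ T cells in 358. With a replicate block shared by the strains, the 4 numbers were 84, 533, 77 and 359. The mean correlation of same-numbered deviations was −0.113 for B6 CD4+ with CD8.1 samples and −0.0460 for B6 CD8+ with CD8.2 samples.

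**Figure D2:**
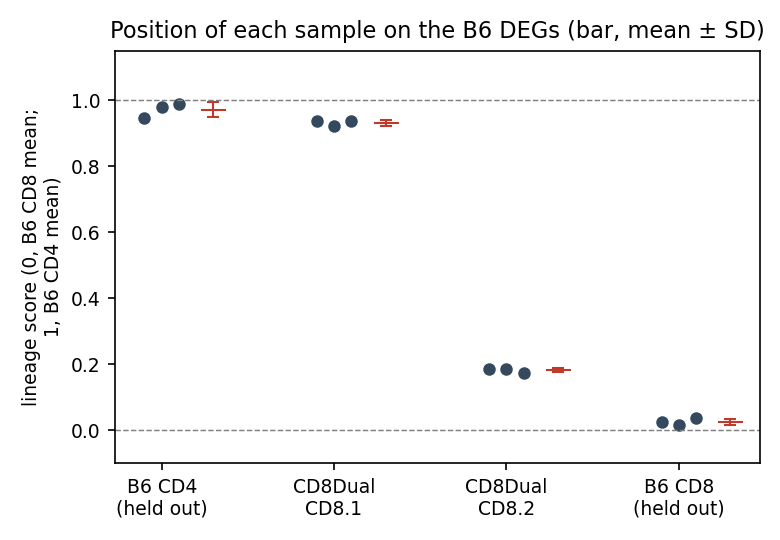
Score of each sample on the B6 DEGs (y axis, no unit), with a point per sample and a bar at the mean ± SD of each group of 3. CD8.1 samples lie between 0.921 and 0.936 and CD8.2 samples between 0.174 and 0.185.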

We assessed the cellular function of CD8.1 and CD8.2 T cells by in vitro antibody stimulation and found that anti-CD3/CD28 stimulation induced only CD8.1 T cells to express the helper T cell molecule CD40L and that type 2 helper T (T_H_2) cell stimulation cultures induced CD8.1 T cells to become IL-4^+^ T_H_2 cells (Fig. 2a and Extended Data Fig. 3a). In contrast, anti-CD3/CD28 stimulation in IL-2 cultures induced only CD8.2 T cells to express the cytotoxic T cell molecules IFNγ and granzyme B (Fig. 2b). Moreover, injection of CD45.2 CD8^Dual^ T cells into sublethally irradiated lymphopenic CD45.1 host mice caused CD8.1 T cells to undergo limited lymphopenic proliferation like that of B6 CD4^+^ helper T cells, but caused CD8.2 T cells to undergo extensive lymphopenic proliferation like that of B6 CD8^+^ cytotoxic T cells, which correlated with their significantly higher GM1 staining of lipid raft components (Extended Data Fig. 3b–d)^31,32^. Thus, CD8.1 T cells that express *Cd4*-encoded co-receptors possess helper function and CD8.2 T cells that express *Cd8*-encoded CD8 co-receptors possess cytotoxic function.

**Fig. 2:**
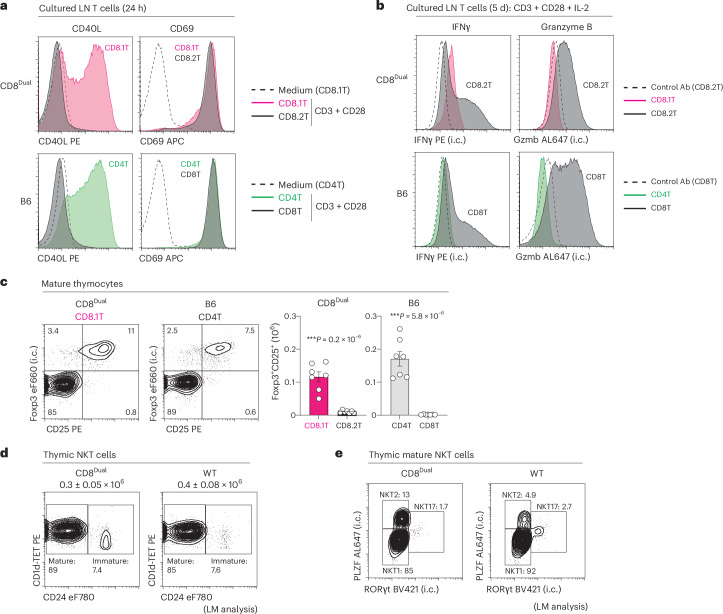
Effector functions of CD8.1 and CD8.2 CD8^Dual^ T cells. **a**, CD40L and CD69 expression on in vitro-stimulated CD8.1 and CD8.2 LN T cells from CD8^Dual^ mice, or on in vitro-stimulated CD4^+^ and CD8^+^ LN T cells from B6 mice. Magnetic activated cell sorting-purified T cells from pooled LNs were cultured with medium or plate-bound anti-CD3 + CD28 monoclonal antibodies (mAbs) for 24 h. Dashed line indicates CD8.1 or CD4^+^ T cells cultured with medium for 24 h (*n* = 4 per group, representative of 4 independent experiments. **b**, IFNγ and granzyme B (Gzmb) expression on in vitro-stimulated CD8.1 and CD8.2 LN T cells from CD8^Dual^ mice, or on in vitro-stimulated CD4^+^ and CD8^+^ LN T cells from B6 mice. Electrically sorted naive T cells (CD62L^+^CD44^−^) from pooled LNs were cultured with plate-bound anti-CD3 + CD28 mAbs for 3 days and further cultured with IL-2 for 2 days. On day 5, cells were stimulated with PMA + ionomycin for 4 h with GolgiStop. Dashed line indicates staining of CD8.2 or CD8^+^ T cells with control Abs (*n* = 3 per group, representative of 3 independent experiments). **c**, Foxp3 (intracellular or i.c.) and CD25 staining and numbers of Foxp3^+^CD25^+^ T_reg_ cells among CD24^−^TCR^+^ mature thymocytes from CD8^Dual^ and B6 mice (*n* = 7 per strain, 7 independent experiments). Foxp3 and CD25 staining among CD8^Dual^ CD8.2 and B6 CD8^+^ mature thymocytes is shown in Extended Data Fig. 4a. **d**, CD1d tetramer (CD1d-TET) and CD24 staining among CD1d-TET^+^TCR^+^ thymic NKT cells (Extended Data Fig. 4b) from CD8^Dual^ (*n* = 10) and littermate (LM) control WT (*n* = 8) mice (representative of 6 independent experiments). Numbers of thymic NKT cells (mean ± s.e.m.) are shown above profiles. **e**, Staining (i.c.) of PLZF and RORγt among CD1d-TET^+^CD24^−^ mature thymic NKT cells from CD8^Dual^ (*n* = 10) and LM control WT (*n* = 8) mice (representative of 6 independent experiments). Numbers within profiles and histograms indicate frequency of cells in each box or lines (**c**–**e**). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**c**).

Finally, because CD4^+^ helper lineage T cells differentiate into Foxp3^+^ regulatory T (T_reg_) cells^33,34^ and PLZF^+^ invariant natural killer T (NKT) cells in B6 thymi^35–38^, we asked if CD8.1 helper lineage T cells also differentiate into T_reg_ cells and NKT cells in CD8^Dual^ thymi. Indeed, CD8^Dual^ thymi contain Foxp3^+^CD8.1 T_reg_ cells (Fig. 2c and Extended Data Fig. 4a) and contain all three NKT subsets (NKT1, NKT2 and NKT17) of CD8.1 NKT cells that resemble those in WT thymi in that NKT1 cells are T-bet^+^IFNγ^+^; NKT2 cells are Gata3^+^IL-4^+^; and NKT17 cells are RORγt^+^IL-17^+^ (Fig. 2d,e and Extended Data Fig. 4b–f)^39,40^. Notably, CD8^Dual^ thymi contained 2–3-fold higher frequencies of NKT2 cells than WT B6 thymi (Fig. 2e).

Thus, despite expressing MHC-I-specific TCR and CD8 co-receptors, CD8^Dual^ thymocytes differentiate into two distinct mature T cell subsets: CD8.1 T cells, which are ThPOK^+^ helper lineage cells, and CD8.2 T cells, which are Runx3d^+^ cytotoxic lineage cells. These two CD8^+^ T cell subsets display different gene profiles, different molecular expression patterns and different cellular functions. Thus, even when they encode the same CD8 co-receptor, *Cd4* gene loci promote generation of helper CD8^+^ T cells, and *Cd8* gene loci promote generation of cytotoxic CD8^+^ T cells.

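In the RNA-seq of LN T cells, 435 genes met the DEG definition between CD8.1 and CD8.2 T cells, 294 higher in CD8.1 and 141 higher in CD8.2. Of these, 425 also had an adjusted *P* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Same-numbered CD8.1 and CD8.2 samples deviated together with a mean correlation of 0.0686, and with the replicate number as a block within each strain 432 genes met the definition. *Zbtb7b*, which encodes ThPOK (ENSMUSG00000028042.15, chromosome 3, 89377644 to 89394776), was at 154 ± 31.9 CPM in CD8.1 and 1.91 ± 0.267 CPM in CD8.2 T cells (SD, n = 3). Its log2 fold change was 6.36 (standard error 0.180, adjusted *P* = 1.78e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in B6 CD4+ T cells it was at 159 ± 5.11 CPM (SD, n = 3). *Cd40lg*, which encodes CD40L (ENSMUSG00000031132.1, chromosome X, 57212143 to 57224042), had a log2 fold change of 6.01 (standard error 0.116, adjusted *P* = 3.04e-14 from edgeR's test with Benjamini-Hochberg adjustment), from 1.37 ± 0.161 CPM in CD8.2 to 89.0 ± 4.66 CPM in CD8.1 T cells (SD, n = 3). *Foxp3* (ENSMUSG00000039521.12, chromosome X, 7573644 to 7595245) was at 140 ± 33.9 CPM in CD8.1 and 1.24 ± 0.371 CPM in CD8.2 T cells (SD, n = 3), and at 38.3 ± 6.00 CPM in B6 CD4+ T cells. Its reads can be shared with *Ccdc22*, *Flicr* and *Ppp1r3f*, which it overlaps. *Runx3* (ENSMUSG00000070691.10, chromosome 4, 135120652 to 135177990) had a log2 fold change of −0.64 (standard error 0.139, adjusted *P* = 0.00278 from edgeR's test with Benjamini-Hochberg adjustment), with 47.5 ± 10.4 CPM in CD8.1 and 74.2 ± 3.37 CPM in CD8.2 T cells (SD, n = 3). *Zbtb7b*, *Runx3* and *Eomes* each overlap an antisense gene, and gene counts do not separate the distal-promoter transcript that gives Runx3d from the other *Runx3* transcripts. *Prf1*, which encodes perforin (ENSMUSG00000037202.5, chromosome 10, 61297833 to 61304680), had a log2 fold change of −1.93 (standard error 0.170, adjusted *P* = 5.78e-07 from edgeR's test with Benjamini-Hochberg adjustment). *Tbx21*, which encodes T-bet (ENSMUSG00000001444.2, chromosome 11, 97098071 to 97115331), had a log2 fold change of −3.32 (standard error 0.189, adjusted *P* = 3.32e-09 from edgeR's test with Benjamini-Hochberg adjustment), with 14.5 ± 0.834 CPM in CD8.2 and 33.0 ± 3.83 CPM in B6 CD8+ T cells (SD, n = 3). *Eomes* had a log2 fold change of −2.98, so that 3 of the 4 tested genes of the cytotoxic list were lower in CD8.1 than in CD8.2 T cells. The other, *Gzmb*, which encodes granzyme B (ENSMUSG00000015437.4, chromosome 14, 56258838 to 56262260), was higher in CD8.1. It was at 5.73 ± 1.08 CPM in CD8.1 and 0.945 ± 0.163 CPM in CD8.2 T cells (SD, n = 3), with a log2 fold change of 2.62 (standard error 0.336, adjusted *P* = 3.09e-05 from edgeR's test with Benjamini-Hochberg adjustment). The DEGs with the largest fold change toward CD8.1 had at most 3 counts in every CD8.2 sample, so that only lower bounds can be given. These were *Matn2* (at least 18.3-fold higher), *C78197* (at least 9.45-fold), *Ptgir* (at least 31.9-fold), *Kcnj15* (at least 7.99-fold) and *Cdcp1* (at least 7.50-fold). *C78197* lies antisense within *Stx8*, and *Matn2* and *Kcnj15* overlap other genes, so their reads are not certain. Toward CD8.2, with at most 3 counts in every CD8.1 sample, they were *Gm44174* (at least 165-fold higher in CD8.2), *Gm43698* (at least 136-fold), *Wdr95* (at least 9.82-fold), *Klra8* (at least 8.22-fold) and *Klra13-ps* (at least 7.41-fold). *Gm44174* and *Wdr95* also overlap other genes. The *Klra* family is made up of near-identical genes and pseudogenes among which reads can be split, so the values of its members are uncertain.

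**Figure D3:**
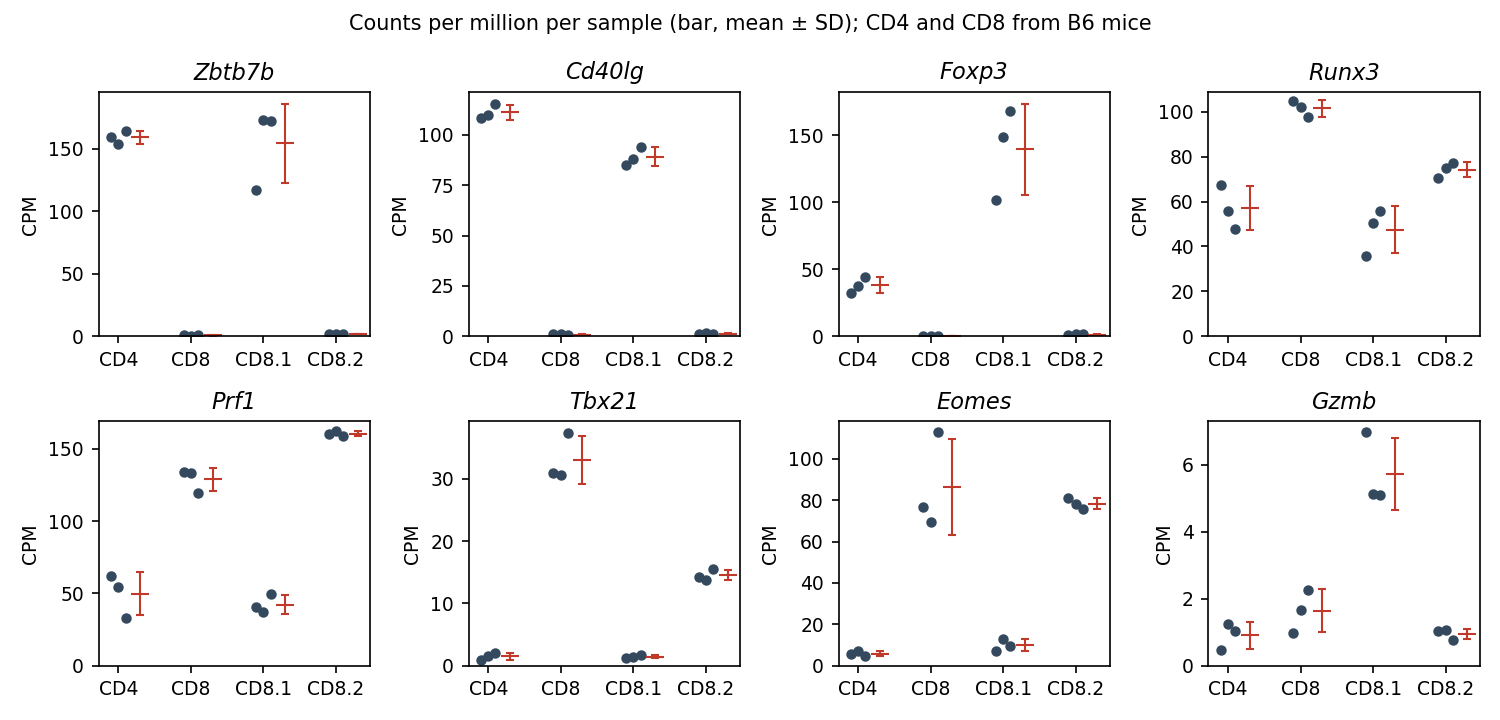
CPM (y axis, linear, from 0) of 8 genes in each sample of the 4 groups, with bars at the mean ± SD of the 3 samples. *Zbtb7b*, *Cd40lg* and *Foxp3* are higher in B6 CD4+ and CD8.1 T cells, and *Runx3*, *Prf1*, *Tbx21* and *Eomes* in B6 CD8+ and CD8.2 T cells. *Gzmb* is higher in CD8.1 T cells than in the other groups.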

### Co-receptor kinetics and signaling duration during positive selection

In WT mice, *Cd4* and *Cd8* gene loci regulate MHC-I and MHC-II TCR signaling duration during positive selection by differentially regulating the kinetics of CD4 and CD8 co-receptor expression^13^. Consequently, we assessed if *Cd4* and *Cd8* gene loci regulate MHC-I TCR signaling duration during positive selection in CD8^Dual^ mice by differentially regulating the kinetics of expression of CD8.1 and CD8.2 co-receptors, respectively. To do so, we examined MHC-I signaled thymocytes expressing CD8.1 or CD8.2 co-receptors at five sequential stages of positive selection as defined by CD69 and CCR7 surface expression^33,41^: CD69^−^CCR7^−^ stage 1 cells are TCR-unsignaled thymocytes; CD69^+^CCR7^−^ stage 2 cells are thymocytes that have just been TCR-signaled; and CD69^+^CCR7^+^ and CD69^−^CCR7^+^ cells are thymocytes at subsequent stages 3–5 of positive selection (Fig. 3a). We found that CD8.2 surface expression acutely declined on stage 3 thymocytes, whereas CD8.1 surface expression steadily increased (Fig. 3b), which are concordant with the kinetic signaling concept that *Cd8* gene expression is specifically but transiently terminated in TCR-signaled thymocytes^13^. To determine how these different co-receptor kinetics affected TCR signaling, we normalized CD5 expression to TCR-signaled stage 2 thymocytes (Fig. 3c)^42^. Notably, CD5 expression between stages 2 and 4 increased on CD8.1 thymocytes but decreased on CD8.2 thymocytes (Fig. 3c), verifying that MHC-I TCR signaling that is dependent on *Cd4*-encoded CD8.1 co-receptors persisted without disruption, whereas TCR signaling that is dependent on *Cd8*-encoded CD8.2 co-receptors underwent disruption. Importantly, persistence of *Cd4*-dependent MHC-I TCR signaling induced ThPOK (Fig. 3c), while disruption of *Cd8*-dependent TCR signaling resulted in Runx3 expression (Fig. 3c). Note that CD5 expression always declined at stage 5 due to TCR signaling termination, which is necessary for thymocytes to express the chemotactic receptor S1P1 and exit the thymus (Fig. 3c)^43–45^. Nevertheless, CD5 expression remained higher on CD8.1 than CD8.2 mature thymocytes even after they exited the thymus and became CD8.1 and CD8.2 LN T cells (Fig. 3d). Interestingly, we found that *Nur77* mRNA was also more highly expressed in CD8.1 than CD8.2 mature thymocytes, and this difference also persisted in LN T cells (Fig. 3e)^46^. Thus, CD5 and Nur77 expression on mature thymocytes and peripheral T cells reflect TCR signaling duration during positive selection.

**Fig. 3:**
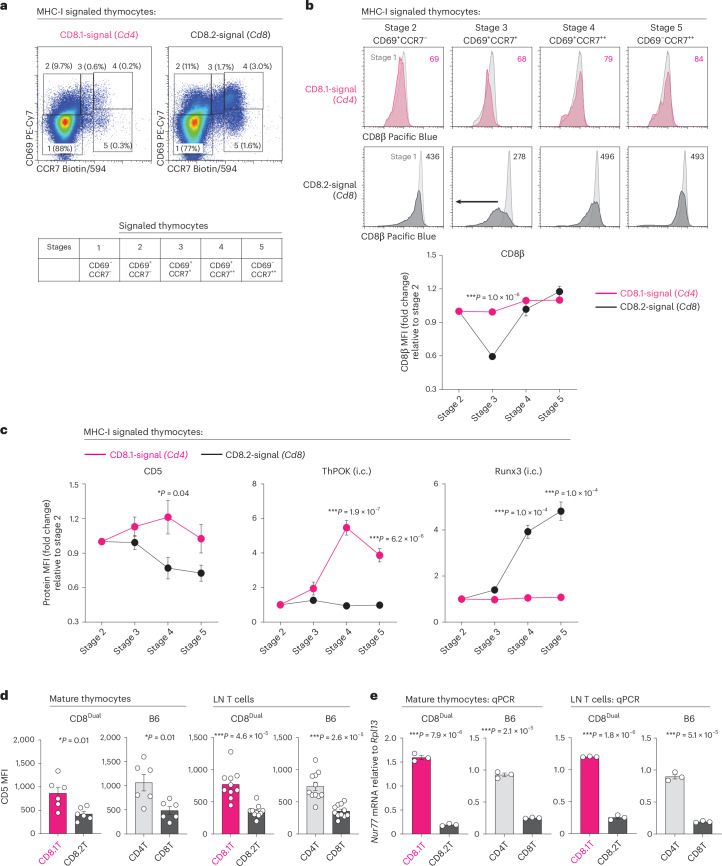
Positive selection of MHC-I signaled CD8.1 and CD8.2 thymocytes. **a**, CD69 versus CCR7 profiles identify thymocytes at sequential stages of positive selection, with TCR-unsignaled cells in stage 1 and TCR-signaled cells undergoing positive selection in stages 2–5. Numbers in parentheses indicate frequency of cells at each sequential stage. Left: MHC-I/CD8.1 signaled thymocytes were assessed in CD8^Dual^ CD8α.2^KO^MHC-II^KO^CD1d^KO^ thymocytes (*n* = 6), which express only *Cd4*-encoded CD8.1 co-receptors. Right: MHC-I/CD8.2 signaled thymocytes were assessed in MHC-II^KO^CD1d^KO^ thymocytes (*n* = 7), which express *Cd8*-encoded CD8.2 co-receptors (representative of 6 independent experiments). **b**, Kinetics of surface CD8β co-receptor expression at different stages of positive selection of MHC-I/CD8.1 signaled thymocytes (top row, *n* = 6) and MHC-I/CD8.2 signaled thymocytes (2nd row, *n* = 6) as in **a**. CD8β surface expression at each stage is overlaid on stage 1 thymocytes, and the numbers in each panel indicate CD8β MFI. Bottom: CD8β MFI values of thymocytes at each stage are normalized to those of stage 2 thymocytes, which are set equal to 1.0 (representative of 4 independent experiments). **c**, Kinetics of CD5, ThPOK and Runx3 expression during MHC-I/CD8.1 signaled positive selection and MHC-I/CD8.2 signaled positive selection. MFI of each protein was normalized to stage 2 thymocytes, which were set equal to 1.0 (MHC-I/CD8.1 signaled thymocytes: CD5 (*n* = 6), ThPOK (*n* = 6), Runx3 (*n* = 6), MHC-I/CD8.2 signaled thymocytes: CD5 (*n* = 5), ThPOK (*n* = 7), Runx3 (*n* = 7), 4–6 independent experiments). **d**, CD5 MFI on CD24^−^TCR^+^ mature thymocytes and TCR^+^ LN T cells from the indicated mice (CD8^Dual^: T (*n* = 6), L (*n* = 10), B6: T (*n* = 6), L (*n* = 11), 6–11 independent experiments). **e**, *Nur77* mRNA expression in electrically sorted CD24^−^TCR^+^ mature thymocytes and TCR^+^ LN T cells from CD8^Dual^ and B6 mice. Results are relative to control *Rpl13* gene (*n* = 3 per group, 3 independent experiments with technical triplicates). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**b**–**e**).

Our findings reveal that *Cd4*-encoded CD8 co-receptors promote TCR signaling persistence, which induces ThPOK expression and helper fate; whereas *Cd8*-encoded CD8 co-receptors promote TCR signaling disruption, which results in Runx3d expression and cytotoxic fate (schematized in Extended Data Fig. 5a).

### Monoclonal TCR can induce different CD8^+^ T cell lineage fates

Having documented that CD8^Dual^ thymocytes are signaled during positive selection to adopt helper or cytotoxic lineage fates depending on whether MHC-I TCR signaling persists or undergoes disruption, we wanted to determine how monoclonal MHC-I-specific TCR would affect CD8^+^ T cell lineage fate decisions in CD8^Dual^ mice. To answer this question, we bred three different MHC-I-specific TCR transgenes (OT-I, P14 and HY) into CD8^Dual^ Rag^KO^ mice (Fig. 4a)^47–49^. Expression of low-affinity HY and P14 TCR generated only CD8.2 cytotoxic T cells, which indicated that their signaling had been disrupted during positive selection (Fig. 4a,b). In contrast, expression of high-affinity OT-I TCR generated both CD8.1 T cells that expressed ThPOK and CD8.2 T cells that expressed Runx3 (Fig. 4a–c). That OT-I TCR generated CD8.1 helper T cells, but HY and P14 TCR did not, indicated that signaling persistence required higher-affinity TCR than signaling disruption, which was not surprising. However, the fact that monoclonal OT-I TCR generated both helper and cytotoxic CD8^+^ T cells indicated that OT-I thymocytes experienced different duration TCR signaling despite identical OT-I TCR and CD8 co-receptors, suggesting that another as-yet-unknown factor influenced MHC-I TCR signaling duration in the thymus.

**Fig. 4:**
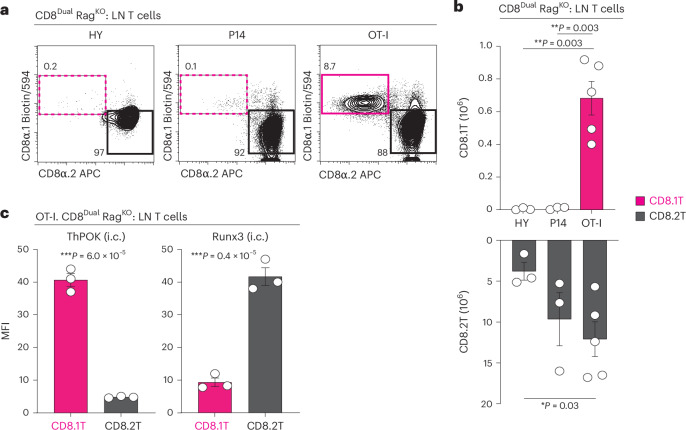
Impact of MHC-I monoclonal TCRs on T cell lineage fates in CD8^Dual^ mice. **a**, Flow cytometry showing CD8α.1 and CD8α.2 expression of T3.70^+^ (HY TCR) or Vα2^+^ (P14 and OT-I TCRs) LN T cells from CD8^Dual^ Rag^KO^ mice with monoclonal MHC-I TCR transgenes. Numbers within profiles indicate frequency of cells in each box (HY (*n* = 3), P14 (*n* = 3), OT-I (*n* = 5), 3–5 independent experiments). **b**, Numbers of CD8.1 and CD8.2 LN T cells from CD8^Dual^ Rag^KO^ mice with monoclonal MHC-I TCR transgenes (HY (*n* = 3), P14 (*n* = 3), OT-I (*n* = 5), 3–5 independent experiments). **c**, MFI of ThPOK and Runx3 in CD8.1 and CD8.2 T cells among Vα2^+^ LN T cells from OT-I. CD8^Dual^ Rag^KO^ mice (*n* = 3, 3 independent experiments). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**b** and **c**).

### Contribution of thymic selecting peptides to different CD8^+^ T cell lineage fates

Because MHC-I TCRs engage thymic MHC-I–peptide complexes to signal positive selection^50,51^, we wondered if TCR engagement of different thymic MHC-I peptides might generate different duration MHC-I TCR signaling. Because TCR engagement of MHC-I–peptide complexes on cortical thymic epithelial cells (cTECs) signals thymocytes to undergo positive selection and to migrate to the corticomedullary junction and medulla^52–56^, we thought that TCR signaling duration might depend on whether TCR–ligand engagements that are initiated in the cortex persist or become disrupted after thymocytes disengage from the cortex and migrate to the corticomedullary junction and medulla.

Notably, thymic MHC-I peptides are produced in cTECs by proteasomes with different β5 proteasomal subunits, in that ‘thymoproteasomes’ contain β5t subunits and produce β5t-peptides, whereas other proteasomes produce nonβ5t-peptides^57,58^. Because thymoproteasomes are expressed exclusively in cTECs, the β5t-peptides they produce are only present on cTECs; and because other proteasomes are expressed in both cTECs and other thymic cellular elements, the nonβ5t-peptides they produce are expressed on both cTECs and other thymic cellular elements. Consequently, TCR engagement of β5t-peptide–MHC-I complexes must invariably be disrupted when thymocytes disengage from the thymic cortex and migrate, whereas TCR engagement of nonβ5t-peptide–MHC-I complexes might persist even after thymocytes disengage and migrate out of the thymic cortex (schematized in Extended Data Fig. 5b). Because disrupted TCR signaling during positive selection induces cytotoxic fate and undisrupted TCR signaling induces helper fate, we thought it possible that TCR engagement of β5t-peptides and nonβ5t-peptides on cTECs might induce different CD8^+^ T cell lineage fates (schematized in Extended Data Fig. 5b).

### β5t-peptides exclusively select CD8^+^ cytotoxic T cells

To experimentally determine if β5t-peptides and nonβ5t-peptides induce different CD8^+^ T cell lineage fates, we compared CD8.1 helper and CD8.2 cytotoxic T cell generation in intact (β5t^WT^) and β5t-deficient (β5t^KO^) CD8^Dual^ mice (Fig. 5a). Quite unexpectedly, CD8.1 helper T cell generation was identical in β5t^WT^ and β5t^KO^ mice, which indicated that CD8.1 helper T cell generation was unaffected by the absence of β5t-peptides (Fig. 5a and Extended Data Fig. 6a). Absent β5t-peptides in β5t^KO^ mice also did not alter helper lineage features of CD8.1 T cells such as ThPOK expression, CD40L induction and Foxp3 expression (Extended Data Fig. 6b–d). In contrast, absent β5t-peptides reduced generation of CD8.2 cytotoxic T cells by ~50% in β5t^KO^ mice compared to β5t^WT^ mice, which indicated that CD8.2 cytotoxic T cells were selected by both β5t-peptides and nonβ5t-peptides (Fig. 5a). To more clearly appreciate the impact of β5t-peptides and nonβ5t-peptides on CD8^+^ T cells, we defined ‘MHC-I peptide selection index’ as the normalized percentage of T cells selected by β5t-peptides and nonβ5t-peptides, which illustrated that CD8.1 helper T cells were selected by nonβ5t-peptides, whereas CD8.2 cytotoxic T cells were selected by both β5t-peptides and nonβ5t-peptides (Fig. 5b).

**Fig. 5:**
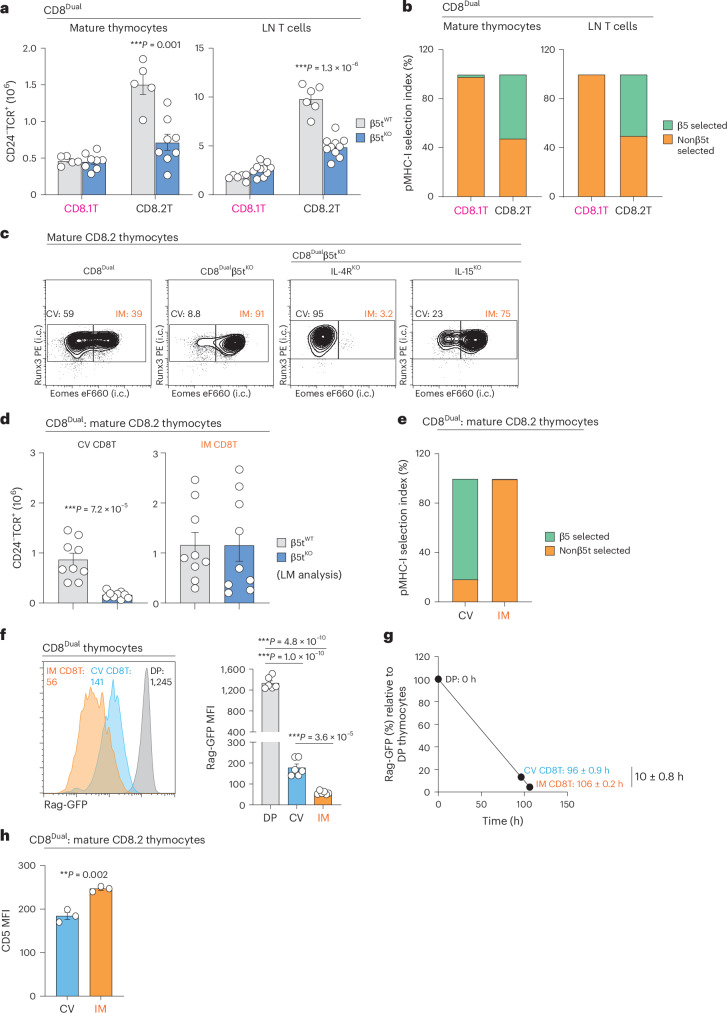
Impact of different thymic MHC-I peptides on CD8^+^ T cell lineage fate. **a**, Numbers of CD8.1 and CD8.2 T cells among CD24^−^TCR^+^ mature thymocytes and TCR^+^ LN T cells from β5t^WT^ and β5t^KO^ CD8^Dual^ mice (β5t^WT^: T (*n* = 5), L (*n* = 6), β5t^KO^: T (*n* = 8), L (*n* = 10), 5–6 independent experiments). CD8α.1 versus CD8β profiles are shown in Extended Data Fig. 6a. **b**, MHC-I peptide selection index showing the frequencies of β5t- or nonβ5t-selected cells among CD8.1 and CD8.2 T cells of CD24^−^TCR^+^ mature thymocytes and TCR^+^ LN T cells from CD8^Dual^ mice. **c**, Staining (i.c.) of Runx3 and Eomes in CD8.2 T cells among CD24^−^TCR^+^ mature thymocytes from indicated mice. Numbers within profiles indicate frequency of cells in each box (CD8^Dual^β5t^WT^: *n* = 9, CD8^Dual^β5t^KO^: *n* = 9, CD8^Dual^β5t^KO^IL-4R^KO^: *n* = 7, CD8^Dual^β5t^KO^IL-15^KO^: *n* = 6, representative of 6–7 independent experiments). **d**, Numbers of CV (Runx3^+^Eomes^−^) and IM (Runx3^+^Eomes^+^) CD8.2 T cells among CD24^−^TCR^+^ mature thymocytes from LM control β5t^WT^ and β5t^KO^ CD8^Dual^ mice (*n* = 9 per strain, 6 independent experiments). **e**, MHC-I peptide selection index showing the frequencies of β5t- and nonβ5t-selected cells in CV and IM CD8.2 T cells among CD24^−^TCR^+^ mature thymocytes from CD8^Dual^ mice. **f**, Rag-GFP reporter expression in double-positive (CD24^+^CD8.1^+^CD8.2^+^), CV CD8.2 (CXCR3^−^) and IM CD8.2 (CXCR3^+^CD44^+^) thymocytes from CD8^Dual^ mice. Numbers in histogram indicate MFI of Rag-GFP expression (*n* = 6, 3 independent experiments). **g**, Differentiation time of CV and IM CD8^+^ T cells from double-positive thymocytes was calculated based on Rag-GFP MFI (F) half-life of 54–56 h as described in the Methods. **h**, MFI of CD5 on CV (Runx3^+^Eomes^−^) and IM (Runx3^+^Eomes^+^) CD8.2 T cells among CD24^−^TCR^+^ mature thymocytes from CD8^Dual^ mice (*n* = 3 per strain, 3 independent experiments). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**a**, **d**, **f** and **h**).

We then wished to determine the thymic peptides that selected monoclonal OT-I TCR thymocytes to become CD8.1 helper or CD8.2 cytotoxic T cells (Fig. 4). We found that both OT-I CD8.1 helper and OT-I CD8.2 cytotoxic mature thymocytes were selected by nonβ5t-peptides as neither was affected by the absence of β5t-peptides in β5t^KO^ mice (Extended Data Fig. 6e). It might also be noted that more OT-I CD8.1 helpers than OT-I CD8.2 killers appeared in the thymus, whereas the reverse was the case among peripheral LN T cells (Fig. 4 and Extended Data Fig. 6e), possibly because of the far greater proliferative potential in the lymphopenic periphery of CD8.2 cytotoxic than CD8.1 helper T cells (Extended Data Fig. 3c).

We conclude that different thymic MHC-I peptides induce different CD8^+^ T cell lineage fates, with β5t-peptides generating only CD8 cytotoxic T cells and nonβ5t-peptides generating either helper or cytotoxic CD8^+^ T cells.

### IM CD8^+^ T cells are only selected by nonβ5t-peptides

To focus specifically on thymic selection of CD8 cytotoxic T cells, we compared CD8.2 cytotoxic thymocytes from β5t^WT^ and β5t^KO^ CD8^Dual^ mice (Fig. 5c–e). Most (~60%) CD8.2 thymocytes in β5t^WT^CD8^Dual^ mice were conventional (CV) CD8^+^ T cells in that they were Runx3^+^Eomes^−^, whereas nearly all (>90%) CD8.2 thymocytes in β5t^KO^ CD8^Dual^ mice were IM CD8^+^ T cells that were Runx3^+^Eomes^+^ (Fig. 5c–e)^39,59,60^. Generation of nonβ5t-selected IM CD8^+^ T cells in CD8^Dual^ mice resembled generation of IM CD8^+^ T cells in WT mice in being IL-4-dependent and abrogated in IL-4R^KO^ but not IL-15^KO^ mice, and in requiring NKT cells, which are absent in PLZF^KO^ and CD1d^KO^ CD8^Dual^ mice (Fig. 5c and Extended Data Fig. 7a–c)^39,59,60^. Moreover, nonβ5t-selected IM CD8^+^ T cells in CD8^Dual^ mice are CD44^hi^, CXCR3^+^, CD122^+^, Ly6C^+^ and CD49d^−^ and produce IFNγ after PMA + ionomycin stimulation (Extended Data Fig. 7d,e)^60,61^. Importantly, because of their 2–3-fold greater frequency of NKT2 cells, CD8^Dual^ thymi express significantly more IL-4 mRNA than WT B6 thymi (Fig. 2e and Extended Data Fig. 7f). Notably, β5t deficiency affected neither thymic NKT2 cell frequencies nor IL-4 mRNA amounts (Extended Data Fig. 7g,h). We conclude that β5t-peptides select CV CD8^+^ T cells, whereas IM CD8^+^ T cells are selected by nonβ5t-peptides.

Because nonβ5t-selected CD8^+^ cytotoxic thymocytes could reencounter their selecting peptides outside the thymic cortex, differentiation into IM CD8^+^ T cells might be induced by late TCR signaling stimulated by nonβ5t-peptides on non-cortical cells. If this were the case, β5t-selected CV CD8^+^ T cells would be predicted to arise earlier than nonβ5t-selected IM CD8^+^ T cells. To assess this possibility, we utilized Rag-GFP expressing CD8^Dual^ thymocytes to determine the order of appearance in the thymus of CV and IM CD8.2 T cells (Fig. 5f,g)^41,62^. We found that IM CD8.2 T cells appeared in the thymus ~10 h later and had significantly higher CD5 expression than CV CD8.2 T cells, suggesting that IM CD8^+^ T cells receive late TCR signaling stimulated by nonβ5t-peptides outside the cortex (Fig. 5f–h). We then wondered if expression of the nonβ5t-peptides that stimulated IM CD8^+^ T cell generation was dependent on Aire, which is specifically expressed in mTECs^63,64^. However, contradicting this possibility, we found that IM CD8^+^ T cell generation was unaffected by Aire deficiency (Extended Data Fig. 7i). Based on these results, we suggest that late TCR signaling is induced by nonβ5t-peptides encountered outside the thymic cortex and delays CD8^+^ thymocytes from exiting the thymus, which increases exposure to intrathymic IL-4 and promotes differentiation into IM CD8^+^ T cells (schematized in Extended Data Fig. 7j).

### Peptide selection of CD8^+^ T cells in WT mice

Finally, we wanted to determine if β5t-peptides and nonβ5t-peptides also select CV and IM CD8^+^ T cells in WT BALB/c and B6 mice, as they did in CD8^Dual^ mice. Because WT BALB/c mice resemble CD8^Dual^ mice in containing IL-4-producing NKT2 cells^39,59^, we first examined the impact of thymic peptides on CD8^+^ T cell differentiation in BALB/c thymi. To do so, we bred the β5t^KO^ allele into BALB/c mice and compared CD8^+^ T cells in intact (β5t^WT^) and β5t-deficient (β5t^KO^) BALB/c littermates. Indeed, we discovered that absent β5t-peptides in β5t^KO^ BALB/c mice nearly abrogated generation of CV CD8^+^ T cells but did not significantly affect generation of IM CD8^+^ T cells in the thymus (Fig. 6a–c and Extended Data Fig. 8a). Thus, concordant with our findings in CD8^Dual^ thymi, β5t-peptides select CV CD8^+^ T cells and nonβ5t-peptides mostly select IM CD8^+^ T cells in WT BALB/c mice. Because of the greater number of IM CD8^+^ T cells in BALB/c thymi, which were selected by nonβ5t-peptides, β5t deficiency had little effect on total CD8^+^ T cell number in BALB/c compared to B6 thymi (Extended Data Fig. 8a,b).

**Fig. 6:**
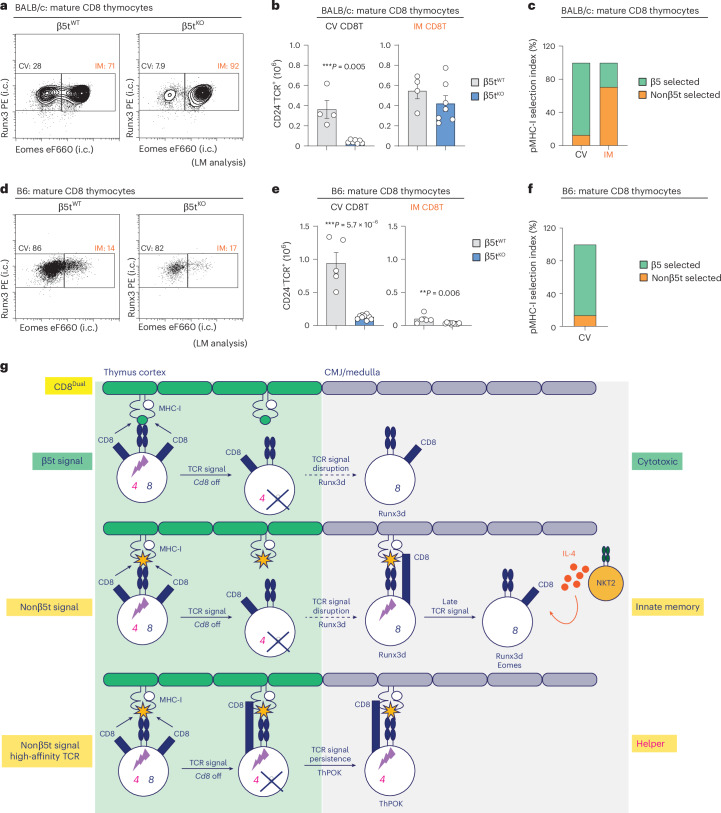
Impact of different thymic MHC-I peptides on cytotoxic CD8^+^ T cells in WT mice. **a**, Staining (i.c.) of Runx3 and Eomes in CD8^+^ T cells among CD24^−^TCR^+^ mature thymocytes from LM control β5t^WT^ (*n* = 4) and β5t^KO^ (*n* = 7) BALB/c mice (representative of 3–4 independent experiments). **b**, Numbers of CV (Runx3^+^Eomes^−^) and IM (Runx3^+^Eomes^+^) CD8^+^ T cells among CD24^−^TCR^+^ mature thymocytes from LM control β5t^WT^ and β5t^KO^ BALB/c mice (**a**). **c**, MHC-I peptide selection index showing the frequencies of β5t- and nonβ5t-selected cells among CV and IM CD8^+^ T cells in CD24^−^TCR^+^ mature BALB/c thymi. **d**, Staining (i.c.) of Runx3 and Eomes on CD8^+^ T cells among CD24^−^TCR^+^ mature thymocytes from LM control β5t^WT^ (*n* = 5) and β5t^KO^ (*n* = 10) B6 mice (representative of 5–8 independent experiments). **e**, Numbers of CV (Runx3^+^Eomes^−^) and IM (Runx3^+^Eomes^+^) CD8^+^ T cells among CD24^−^TCR^+^ mature thymocytes from LM control β5t^WT^ and β5t^KO^ B6 mice (**d**). **f**, MHC-I peptide selection index showing the frequencies of β5t- and nonβ5t-selected cells among CV CD8^+^ T cells in CD24^−^TCR^+^ mature B6 thymi. **g**, Schematic of CD8^+^ T cell lineage decisions induced by TCR engagements of different thymic peptides in the CD8^Dual^ thymus. CD8^+^ T cell lineage fates are determined by MHC-I TCR signaling duration that is regulated by *Cd4*/*Cd8* co-receptor gene loci and by thymic MHC-I peptides. TCR engagements of β5t-peptides that are expressed exclusively in cTECs in the cortex invariably become disrupted during positive selection, which generates only cytotoxic CD8^+^ T cells. TCR engagements of nonβ5t-peptides that are expressed in the cortex and throughout the thymus might also become disrupted and generate cytotoxic CD8^+^ T cells, but these cells will reencounter nonβ5t-peptides on thymic elements outside the cortex, which will stimulate late TCR signaling that will induce cells, together with thymic IL-4, to become IM CD8^+^ T cells. However, TCR engagements with high affinity of nonβ5t-peptides expressed throughout the thymus might persist without disruption, which leads to the generation of helper CD8^+^ T cells. Numbers within profiles indicate frequency of cells in each box (**a** and **d**). ***P < 0.001, **P < 0.01, *P < 0.05 (two-tailed unpaired *t*-tests); mean ± s.e.m. (**b** and **e**). CMJ, corticomedullary junction.

We then assessed CD8^+^ T cell selection by β5t- and nonβ5t-peptides in B6 thymi, which contain few IL-4-producing NKT2 cells and very few IM CD8^+^ T cells. We found that absent β5t-peptides in β5t^KO^ B6 mice nearly abrogated generation of CV CD8^+^ T cells, revealing that β5t-peptides select CV CD8^+^ T cells in B6 thymi, but that B6 thymi generated too few IM CD8^+^ T cells to allow us to confidently identify their peptide dependence (Fig. 6d–f and Extended Data Fig. 8b). Therefore, we analyzed peripheral CD8^+^ T cells in B6 LNs and found that β5t deficiency significantly reduced the peripheral number of total CD8^+^ and CV CD8^+^ T cells in B6 LNs, but did not reduce the number of IM CD8^+^ T cells in B6 LNs, which are dependent on IL-15 (refs. ^60,65,66^; Extended Data Fig. 8c–e). Consequently, from our assessment of CD8^Dual^, WT BALB/c and WT B6 mice, we conclude that CD8^+^ thymocytes consist mostly of β5t-selected CV T cells and nonβ5t-selected IM T cells, with the exception of WT B6 thymi, which specifically lack IM CD8^+^ T cells because of insufficient thymic IL-4 (Extended Data Fig. 9).

Our perspective on how different thymic peptides impact different CD8^+^ T cell lineage fates in the thymus is schematized in Fig. 6g.

## Discussion

The present study documents that CD8^+^ T cell functionality is determined by MHC-I TCR signaling duration during positive selection and that different MHC-I thymic peptides select functionally different CD8^+^ T cells based on whether the signaling they induce is continuous or disrupted. Analysis of CD8^Dual^ mice reveals that *Cd4*-encoded CD8 co-receptors promote persistent MHC-I TCR signaling, which generates helper CD8^+^ T cells, and that *Cd8*-encoded CD8 co-receptors promote disrupted MHC-I TCR signaling, which generates cytotoxic CD8^+^ T cells. Importantly, CD8^Dual^ mice also reveal that different MHC-I thymic peptides generate functionally different CD8^+^ T cells, in that β5t-peptides (produced by the thymoproteasome) promote only disrupted TCR signaling, which generates cytotoxic CD8^+^ T cells, and that nonβ5t-peptides (produced by other proteasomes) promote persistent or recurrent TCR signaling, which generates helper and IM CD8^+^ T cells. Thus, different MHC-I thymic peptides stimulate generation of distinct subsets of helper, cytotoxic and IM CD8^+^ T cells. Importantly, generation of functionally distinct CD8^+^ T cell subsets by different MHC-I thymic peptides is not unique to CD8^Dual^ mice but is also true in normal WT mice as well.

The present study provides a new perspective on the role of MHC-I thymic selecting peptides in CD8^+^ T cell-positive selection that challenges the current understanding of their role in CD8^+^ T cell generation. It is currently thought that CD8^+^ T cell selection in the thymus is mainly mediated by a specialized subset of MHC-I thymic peptides (referred to as β5t-peptides) that are produced by thymoproteasomes and expressed exclusively in cTECs^57,58^. Other MHC-I thymic peptides (nonβ5t-peptides) are produced by other proteasomes and are expressed throughout the thymus, including in cTECs, but these peptides are thought to be poor selectors of CD8^+^ T cells. Indeed, previous reports performed in B6-background mice have revealed that most CD8^+^ T cells are selected by thymic β5t-peptides and have revealed that β5t-selected CD8^+^ T cells are more TCR responsive and functional than nonβ5t-selected CD8^+^ T cells^67–69^. Consequently, thymoproteasome-generated β5t-peptides are thought to express particular amino acid sequences that make them uniquely able to stimulate MHC-I TCR to signal thymocyte selection and differentiation into functional CD8^+^ T cells^70,71^.

In contrast, our present study now documents that β5t-peptides and nonβ5t-peptides both stimulate CD8^+^ T cell-positive selection but that they generate functionally different CD8^+^ T cells, with β5t-selected CD8^+^ T cells acquiring only cytotoxic function and nonβ5t-selected CD8^+^ T cells becoming either helper and/or IM cells. Because β5t-peptides are expressed only in cTECs, TCR engagement of β5t-peptides would invariably become disrupted when thymocytes disengage from the cortex and invariably become cytotoxic CD8^+^ T cells; and, because nonβ5t-peptides are expressed throughout the thymus, TCR engagement of nonβ5t-peptides would either continue or recur when thymocytes disengage from the cortex and migrate through the thymus while becoming helper or IM CD8^+^ T cells. Thus, it is because MHC-I thymic peptides have different expression patterns in the thymus that they stimulate the generation of functionally different (helper, cytotoxic, IM) CD8^+^ T cells. Nevertheless, because MHC-I TCR clearly distinguish β5t-peptides from nonβ5t-peptides, the present study does not exclude the possibility that β5t-peptides may be intrinsically more stimulatory of MHC-I TCR than nonβ5t-peptides.

It is interesting to consider that the present study suggests that transient termination of *Cd8* gene expression as emphasized in the kinetic signaling model may be unnecessary for β5t-signaled thymocytes to become CD8 cytotoxic T cells because β5t-induced TCR signaling would be disrupted anyway when signaled thymocytes disengage from cTECs and migrate out of the thymic cortex. In contrast, transient termination of *Cd8* gene expression is necessary for nonβ5t-signaled thymocytes to adopt cytotoxic fates. Consequently, while transient termination of *Cd8* gene expression is a universal mechanism for disrupting CD8-dependent MHC-I TCR signaling during positive selection, TCR signaling disruption of positive selection by any mechanism induces cytotoxic fate.

The effect of MHC-I thymic peptides on CD8^+^ T cell lineage fates in the present study was not limited to CD8^Dual^ mice as it was also documented in normal mice, although BALB/c and B6 normal mice differed from one another in terms of thymic IL-4 amounts. BALB/c thymi contain IL-4-producing NKT2 cells and intrathymic IL-4 in amounts that support robust numbers of nonβ5t-selected IM CD8^+^ T cells. In contrast B6 thymi contain few IL-4-producing NKT2 cells and little intrathymic IL-4, as well as containing very few nonβ5t-selected IM CD8^+^ T cells. Thus, we think it is their deficient number of IM CD8^+^ T cells that explains why B6 thymocytes contain mainly β5t-selected CD8^+^ T cells and few nonβ5t-selected CD8^+^ T cells. As possible underlying mechanisms, we think that thymocytes receiving late TCR signaling by nonβ5t-peptides may require thymic IL-4 for survival as well as to become IM CD8^+^ T cells; or, alternatively, it is possible that very few CD8^+^ thymocytes are signaled by nonβ5t-peptides but these then extensively proliferate in response to abundant thymic IL-4. While preliminary experiments suggest that in vivo expression of an antiapoptotic transgene does not reveal additional nonβ5t-signaled thymocytes, we cannot yet definitively distinguish between these two possibilities.

In any event, by revealing that functionally different CD8^+^ T cell subsets are generated by different MHC-I thymic peptides, our study provides new insights into the different developmental requirements for different CD8^+^ T cell subsets. Helper CD8^+^ T cells are only generated by TCR engagement of nonβ5t-peptides, which can persist and continue undisrupted despite thymocyte migration out of the thymus. However, if TCR engagement of nonβ5t-peptides becomes disrupted, they can reengage nonβ5t-peptides on non-cortical thymic elements to stimulate late TCR signaling, which induce thymocytes to become IM CD8^+^ T cells. In contrast to helper and IM CD8^+^ T cells, conventional CD8 cytotoxic T cells are generated by TCR engagement of β5t-peptides, which would become permanently disrupted when TCR signaling terminates thymocyte expression of the chemokine receptor CXCR4, which causes signaled thymocytes to disengage from cTECs and to migrate out of the cortex without receiving additional late TCR signaling^56^. A recent bioinformatics analysis suggested that late TCR signaling may be required for generation of all mature CD8^+^ T cells^3,72,73^. However, our current study documents that late TCR signaling is only required for generation of IM CD8^+^ T cells but is not required for generation of any other CD8^+^ T cells. How late TCR signaling, together with thymic IL-4, generates IM CD8^+^ T cells requires further investigation, but we think that late TCR signaling may prolong the encounter of developing CD8^+^ T cells with thymic IL-4 either by delaying their exit from the thymus or by increasing thymocyte responsiveness to IL-4 in some other way. Notably, our present findings support the concept that IM CD8^+^ T cells are generated by a TCR-instructed process in the thymus that causes IM CD8^+^ T cells to express a different TCR repertoire than conventional CD8^+^ T cells, as has been reported^74^. While it was the abundance of IL-4-producing NKT2 cells in CD8^Dual^ thymi that revealed that IM CD8^+^ T cells required late TCR signaling by nonβ5t-peptides, the reason CD8^Dual^ thymi contain an abundance of IL-4-producing NKT2 cells is not yet understood. Because CD8^Dual^ thymi contain *Cd4*-encoded CD8 co-receptors whose surface expression is maintained throughout positive selection, its basis may be related to the finding that constitutive expression of transgenic CD8 also results in an abundance of IL-4-producing NKT2 cells^75,76^.

Finally, the concept that thymocyte migration affects CD8^+^ T cell lineage fate determination as proposed in the present study merits further comment. The fact that β5t-peptides expressed exclusively by cTECs signal CD8^+^ thymocytes to only become cytotoxic T cells, whereas nonβ5t-peptides expressed throughout the thymus signal thymocytes to instead become helper or IM CD8^+^ T cells provides strong evidence that thymocyte migration contributes to these CD8^+^ T cell lineage fates. Notably, future experiments will directly assess if disruption of thymocyte migration indeed alters CD8^+^ T cell lineage fates.

In conclusion, CD8^+^ T cell lineage fates are determined by MHC-I TCR signaling persistence or disruption during positive selection, with disruption of TCR signaling resulting in generation of cytotoxic CD8^+^ T cells. Concordant with this perspective, the expression pattern of different MHC-I thymic selecting peptides affects CD8^+^ T cell lineage fate decisions by causing persistent or disrupted TCR signaling. Thus, the present study integrates thymocyte peptide specificity with CD8^+^ T cell fate determination during MHC-I signaled positive selection.

## Methods

### Mice

B6 (CD45.1 and CD45.2) mice were purchased from Charles River Laboratory. Aire^KO^ (ref. ^77^), BALB/cJ, β2m^KO^  (ref. ^78^), CD1d^KO^  (ref. ^79^), CD8α^KO^  (ref. ^80^), IL-4R^KO^  (ref. ^81^) and IL-15^KO^  (ref. ^82^) mice were purchased from The Jackson Laboratory. β5t^KO^ from Y.T.^57^, PLZF^KO^ from D. Kovalovsky^35^, MHC-II^KO^, HY.Rag2^KO^, P14.Rag2^KO^, OT-I.Rag2^KO^, Rag-GFP transgene (Tg) from M. Nussenzweig^83^, Runx3d-YFP knock-in from D. R. Littman^84^ and ThPOK-GFP Tg mice from R. Bosselut^25^ were maintained in our own animal colony. To generate BALB/c.β5t^KO^ mice, B6.β5t^KO^ mice were back-crossed five times with BALB/cJ. Mice were housed on a 12-h light–dark cycle at 20–26 °C with 30–70% humidity in accordance with US National Institutes of Health guidelines. All mice were analyzed without randomization or blinding at 6–12 weeks of age and both sexes were used unless mentioned in the paper. All mouse experiments were approved by the National Cancer Institute Animal Care and Use Committee.

### Generation of CD8^Dual^ mice

CD8^Dual^ mice contained altered *Cd4* gene loci encoding CD8α.1 and CD8β proteins (*Cd4*^CD8^) as previously reported^20^, and contained intact *Cd8* gene loci encoding CD8α.2 and CD8β proteins (Fig. 1a).

### Homeostatic proliferation assays

Donor T cells (CD45.2) purified from LNs using the Pan T Cell Isolation Kit II (Miltenyi Biotec) were labeled with 0.5 μM Cell Trace Violet (Invitrogen) and were injected intravenously into host B6 (CD45.1) mice that were sublethally irradiated (600 R) the previous day. Mice were analyzed 7 days after injection.

### Flow cytometry

Single-cell suspensions (1–5 × 10^6^) were first incubated with anti-FcR (clone 2.4G2; 1:250 dilution) and stained with fluorescence-conjugated antibodies at 4 °C for 40 min in HBSS (Thermo Fisher Scientific) with 0.5% BSA and 0.5% NaN_3_. After washing, stained cells were incubated with fluorescence-conjugated streptavidin against biotin-conjugated antibodies at 4 °C for 15 min. Staining of CCR7 (4B12; 1:50 dilution) was performed at 37 °C for 30 min and staining of CD1d tetramer (CD1d/PBS-57; 1:100 dilution) was performed at 4 °C for 30 min before staining with other antibodies. GM1 amount was analyzed by staining with recombinant cholera toxin subunit B (Thermo Fisher Scientific; 1:200 dilution)^32^. For intracellular staining of transcription factors and cytokines, cells were fixed and permeabilized with the Foxp3 Staining Buffer Set (Thermo Fisher Scientific) or BD Cytofix/Cytoperm Fixation/Permeabilization Kit (BD Biosciences), and then stained with fluorescence-conjugated antibodies at 4 °C for 30 min. Gata3 (TWAJ; 5 μl), ThPOK (T43-94, 2 μl), Runx3 (R3-5G4, 5 μl), PLZF (R17-809; 1:50 dilution), RORγt (Q31-378; 1:50 dilution) and T-bet (4B10; 1:100 dilution) were stained at 4 °C for 1 h. For cytokine staining, cells were stimulated at 37 °C with PMA (50 ng ml^−1^; Calbiochem) and ionomycin (1 μg ml^−1^; Calbiochem) for 2 h and added GolgiStop (BD Biosciences) for 2 h before staining. Stained cells were analyzed on a FACS LSR II or FACS Fortessa flow cytometer (BD Biosciences). Electronic cell sorting was performed on a FACSAria II or a FACSAria FUSION (BD Biosciences). Dead cells were excluded by forward light-scatter gating and staining with propidium iodide or LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermo Fisher Scientific) for fresh and fixed staining, respectively. Data were analyzed using FlowJo software (TreeStar). Anti-CD8α.1 (BioXcell; HB129/116-13.1) and CD8α.2 (BioXcell; 2.43) were labeled with biotin by EZ-Link Sulfo-NHS-LC-Biotinylation Kit (Thermo Scientific) or with Alexa 647 (BioXcell). Detailed information on antibodies is provided in the Reporting Summary.

### In vitro stimulation of LN T cells

T cells were purified from LNs with the Pan T cell Isolation Kit (Miltenyi Biotec). For CD40L induction, LN T cells were stimulated with or without plate-bound anti-CD3 (1 μg ml^−1^) and CD28 (1 μg ml^−1^) antibodies at 37 °C for 24 h. For expression of cytotoxic lineage-related factors, sorted naive LN T cells (TCRβ^+^CD62L^+^CD44^−^) were stimulated with plate-bound anti-CD3 (10 μg ml^−1^) and CD28 (5 μg ml^−1^) antibodies for 3 days followed by stimulation with human IL-2 (100 U ml^−1^) at 37 °C for 2 days.

### T_H_2 cell differentiation assay in vitro

Naive (TCRβ^+^CD62L^+^CD44^−^) T cells were electronically sorted from LNs. Sorted T cells (1 × 10^6^) were stimulated with soluble anti-CD3 (2 μg ml^−1^) in the presence of irradiated (2000R) splenocytes (5 × 10^6^) in each well of a flat-bottom 24-well plate (Corning) at 37 °C for 2 days with hIL-2 (200 U ml^−1^), mIL-4 (10 ng ml^−1^) and anti-IFNγ antibody (20 μg ml^−1^). The cultured T cells were further incubated with hIL-4 (hIL-2 (200 U ml^−1^), mIL-4 (10 ng ml^−1^) and anti-IFNγ antibody (20 μg ml^−1^) in each well of a flat-bottom six-well plate (Corning) 37 °C for 3 days.

### RT–qPCR

Total RNA was isolated with the RNeasy Plus Mini Kit (Qiagen) and cDNA was prepared with superscript III First-Strand Synthesis System for RT–PCR kit (Invitrogen). RT–qPCR was done with TaqMan PCR system (Thermo Fisher Scientific) or QuantiTect SYBR Green PCR system (Qiagen). TaqMan probes for Cd40lg (CD40L; Mm00441911_m1), Cd8a (Mm01182107_g1), Cish (Mm01230623_g1), Eomes (Mm01351985_m1), Il-4 (Mm00445259_m1), Nr4a1 (Nur77; Mm01300401_m1), Prf1 (Perforin; Mm00812512_m1), Rpl13a (Mm01612986_gH), Socs1 (Mm00782550_s1), Socs3 (Mm00545913_s1), Tbx21 (T-bet; Mm00450960_m1) and Zbtb7b (ThPOK; Mm00784709_s1), were from Thermo Fisher Scientific. The primer sequences for SYBR green PCR system were as follows: Runx3d forward (5’-GCGACATGGCTTCCAACAGC-3’) and reverse (5’-CTTAGCGCGCTGTTCTCGC-3’); Rpl13a forward (5’-CGAGGCATGCTGCCCCACAA-3’) and reverse (5’-AGCAGGGACCACCATCCGCT-3’). Samples were analyzed on a QuantStudio 6 Flex Real-time PCR System (Applied Biosystems). Gene expression values were normalized to those of Rpl13a expression in the same sample.

### RNA-seq analysis

Naive (TCRβ^+^CD62L^+^CD44^−^) T cells were electronically sorted from LNs. Total RNA was prepared from sorted cells with the RNeasy Plus Mini Kit (Qiagen). The quality of RNA was assessed by Bioanalyzer (Agilent), and RNA samples with an RNA integrity number >9 were used. The library was made by using the SMARTer Universal Low Input RNA Kit (Clontech) for sequencing. The sequencing was performed with a paired-end sequencing length of 125 base pairs by using HiSeq 2500 equipment (Illumina). Reads were aligned to the mouse genome (mm10) with STAR aligner^85^, and raw count data were produced using RSEM^86^. Differentially expressed genes (DEGs) were genes whose fold change was more than 5-fold and *P* value was less than 0.05. DEGs between CD4^+^ and CD8^+^ T cells from B6 mice (631 genes) were analyzed in CD8.1 and CD8.2 T cells from CD8^Dual^ mice. 

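Of the B6 DEGs found in the deposited counts, 215 were higher in CD4+ and 216 higher in CD8+ T cells. An adjusted *P* under 0.05 was reached by 421 of them (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each B6 sample left out in turn, between 430 and 443 genes met the definition. Among genes with the largest changes, *Cd4* had a log2 fold change of 11.98 (standard error 0.177) and *Cd8a* of −10.23 (standard error 0.159), with adjusted *P* of 5.27e-16 and 5.68e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The others had 0 counts in every sample of the lower group, and their folds are lower bounds against the floor. Higher in CD4+ T cells were *Chdh* (ENSMUSG00000015970.18, chromosome 14, 30009023 to 30040527, at least 23.8-fold), *Il1r2* (ENSMUSG00000026073.13, chromosome 1, 40074079 to 40125231, at least 11.4-fold), *Il1rl1* (ENSMUSG00000026069.15, chromosome 1, 40429570 to 40465415, at least 11.3-fold) and *Clstn3* (ENSMUSG00000008153.11, chromosome 6, 124430759 to 124464794, at least 10.6-fold). *Chdh*, *Il1r2* and *Wdr95* overlap other genes, so reads on them are not certain. Higher in CD8+ T cells were *Gm44174* (ENSMUSG00000108289.1, at least 264-fold), *Klra6* (ENSMUSG00000061769.2, chromosome 6, 130013033 to 130026954, at least 60.3-fold, uncertain as a member of a family of near-identical genes), *Wdr95* (ENSMUSG00000029658.17, chromosome 5, 149528679 to 149611894, at least 37.3-fold) and *Kcnj8* (ENSMUSG00000030247.9, chromosome 6, 142564837 to 142571614, at least 24.9-fold). *Gm44174* is annotated as a lincRNA on chromosome 6 from 71353035 to 71373284, on the strand of *Cd8a* and ending just upstream of it, so that its counts and those of *Cd8a* are not certain to be separate.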

Visualization of DEGs is shown in a heat map generated with Partek.

### Differentiation time of double-positive thymocytes into CV and IM CD8^+^ T cells

To determine the time for CV and IM CD8^+^ T cell development from double-positive thymocytes, Rag-GFP Tg was introduced into CD8^Dual^ mice and Rag-GFP expression (MFI) on CD8^Dual^ thymocytes was analyzed. Rag-GFP expression (MFI) in CV and IM CD8.2 T cells relative to CD24^+^CD8α.1^+^CD8β^+^ double-positive thymocytes were used to calculate the differentiation time based on a Rag-GFP half-life of 54–56 h as: time (h) = (100 – relative Rag-GFP expression)/0.9 (ref. ^62^).

### MHC-I peptide selection index

We calculated the frequencies of β5t-selected and nonβ5t-selected cells based on cell numbers from β5t^WT^ and β5t^KO^ mice in the following way:

$${\rm{Non}}\beta 5{\rm{t}}_{\rm{selected}}\,{\rm{cells}}\;({\rm{ \% }})=({{\rm{No}}.\;\beta 5{\rm{t}}}^{{\rm{KO}}}\!/{{\rm{No}}.\;\beta 5{\rm{t}}}^{{\rm{WT}}})\times 100$$

$$\beta 5{\rm{t}}_{\rm{selected}}\,{\rm{cells}}\;({\rm{ \% }})=[1-({{\rm{No}}.\;\beta 5{\rm{t}}}^{{\rm{KO}}}\!/{{\rm{No}}.\;\beta 5{\rm{t}}}^{{\rm{WT}}})]\times 100$$

Values greater than 100 were set to 100.

### Statistical analysis

Statistical analyses were performed using an unpaired Student’s *t*-test. *P* values < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02411-4.

## Supplementary information

Reporting Summary

## Data Availability

RNA-seq of LN T cells from CD8^Dual^ and B6 mice are deposited in the Gene Expression Omnibus under accession no. GSE297710.

# Supplementary material for: Unraveling CD8 lineage decisions reveals that functionally distinct CD8+ T cells are selected by different MHC-I thymic peptides
**Source:** Nat Immunol. 2026 Jan 19;27(4):786–98. doi: 10.1038/s41590-025-02411-4
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | LSRII, Fortessa, FACSARIAI, FACSARIA FUSION (BD Biosciences), QuantStudio 6 Flex Real-time PCR System (Applied Biosystems), HiSeq2500 equipment (Illumina). |
| Data analysis   | FlowJo v10.6.2, Prism 10 (Graph pad software), Partek version 7 (Partek Inc).                                                                               |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-sequencing data of LN T cells from B6 and CD8 Dual mice (GEO: GSE297710)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size for each experiment is indicated in figure legends. At least two independent experiments with three replicates were conducted as the minimum sample size.

Data exclusions No data were excluded.

Replication For all experiments, at least three replicates were analyzed in at least two independent experiments. The experimental findings were reliably reproduced.

Randomization Animals were allocated to groups based on genotype.

Blinding No blinding was used.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

Antibodies used Antibody, supplier, catalogue #, clone #.  
2.4G2 Harlan G208312 2.4G2

CCR7 Biotin Thermo Fisher Scientific 13-1971-85 4B12  
 CCR7 PE Thermo Fisher Scientific 12-1971-83 4B12  
 CD103 PE Thermo Fisher Scientific 12-1031-83 Clone: 2E7  
 CD122 PE BD Biosciences 553362 TM-beta 1  
 CD24 eF780 Thermo Fisher Scientific 47-0242-82 M1/69  
 CD25 PE BD Pharmingen 553866 PC61  
 CD28 BD pharmingen 553294 37.51  
 CD28 PE Thermo Fisher Scientific 12-0281-82 37.51  
 CD3 BD pharmingen 553057 145-2C11  
 CD4 AL594 Biolegend 100446 GK1.5  
 CD4 PE-Cy7 Thermo Fisher Scientific 25-0042-82 RM4-5  
 CD40L PE Thermo Fisher Scientific 12-1541-82 MR1  
 CD44 APC Biolegend 103012 IM7  
 CD45.2 PE-Cy7 Biolegend 109830 104  
 CD49d PE Biolegend 103608 R1-2  
 CD5 Pacific Blue Biolegend 100642 53-7.3  
 CD5 PE BD Pharmingen 553023 53-7.3  
 CD69 APC Biolegend 104514 H1.2F3  
 CD69 Biotin BD Pharmingen 553235 H1.2F3  
 CD69 BV786 BD Biosciences 564683 H1.2F3  
 CD69 PE BD Pharmingen 553237 H1.2F3  
 CD69 PE-Cy7 Biolegend 104512 H1.2F3  
 CD8a AL594 Biolegend 100758 53-6.7  
 CD8a.1 BioXcell BE0118 HB129/116-13.1  
 CD8a.2 BioXcell BE0061 2.43  
 CD8a.2 APC TONBO biosciences 20-1886-U100 2.43  
 CD8a.2 PE-Cy7 TONBO biosciences 60-1886-U100 2.43  
 CD8b Pacific blue Biolegend 140414 53.5.8  
 CXCR3 PE Biolegend 126506 CXCR3-173  
 Eomes eF660 Thermo Fisher Scientific 50-4875-82 Dan11mag  
 Foxp3 eF660 Thermo Fisher Scientific 50-5773-82 FJK-16s  
 Gata3 PE Thermo Fisher Scientific 47-0042-82 TWAJ  
 Granzyme B AL647 Biolegend 515406 GB11  
 HY TCR FITC Thermo Fisher Scientific 11-9930-82 T3.70  
 IFN-g PE Biolegend 505808 XMG1.2  
 IL-17 APC Thermo Fisher Scientific 17-7177-81 eBio17B7  
 IL-4 APC Biolegend 504106 11B11  
 IL-7R PE eBioscience 12-1271-82 A7R34  
 Ly6C BV786 BD Biosciences 569011 AL-21  
 PLZF AL647 BD Biosciences 563490 R17-809  
 PLZF PE Biolegend 145804 Clone: 9E12  
 Qa-2 AL647 Biolegend 121708 695H1-9-9  
 RORgt BV421 BD Biosciences 562894 Q31-378  
 Runx3 PE BD Biosciences 564814 R3-5G4  
 Streptavidin AL594 Thermo Fisher Scientific S11227  
 T-bet eF660 Thermo Fisher Scientific 50-5825-82 4B10  
 TCRb AL647 Life Technologies HM3621 H57-597  
 TCRb FITC BD Pharmingen 553171 H57-597  
 ThPOK AL647 BD Biosciences 565500 T43-94  
 Va2 FITC Thermo Fisher Scientific 11-5812-82 B20.1

## Validation

All antibodies are commercially available and have been validated by the manufactures.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mouse strain, source, catalogue #

CD45.1 B6 Charles River Laboratory #564  
 CD45.2 B6 Charles River Laboratory #027  
 AireKO The Jackson Laboratory #36465  
 BALB/cJ The Jackson Laboratory #651  
 b2mKO The Jackson Laboratory #2087  
 CD1dKO The Jackson Laboratory #3814  
 CD8aKO The Jackson Laboratory #2665  
 IL-4RKO The Jackson Laboratory #3514  
 IL-15KO The Jackson Laboratory #34239  
 B6. b5tKO Murata S et al., 2007  
 PLZFKO Kovalovsky D et al., 2008  
 Rag-GFP Yu et al., 1999  
 Runx3d-YFP knock-in Egawa T et al., 2008  
 ThPOK-GFP knock-in Wang L et al., 2008

CD8Dual Shinzawa M et al., 2022  
B6. b5tKO mice were back-crossed five times with BALB/cJ mice.  
MHC-IKO, HY.Rag2KO, P14-Rag2KO, OT-I. Rag2KO mice were maintained in our own animal colony.

|                         |                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | N/A                                                                                                                                                                                     |
| Reporting on sex        | Both male and female mice were used and analyzed at age 6-10 weeks old.                                                                                                                 |
| Field-collected samples | N/A                                                                                                                                                                                     |
| Ethics oversight        | All animal experiments were approved by the National Cancer Institute Animal Care and Use Committee and were maintained in accordance with US National Institutes of Health guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Single cell suspensions were prepared in cold HBSS supplemented with 0.5% BSA and 0.5% NaN <sub>3</sub> .                                                                                                                                         |
| Instrument                | LSRII, Fortessa, FACS AriaII, FACS Aria FUSION (BD Biosciences).                                                                                                                                                                                  |
| Software                  | FlowJo v10.6.2                                                                                                                                                                                                                                    |
| Cell population abundance | More than 95% on sorted cells, which was determined by flow cytometry analysis on post sorted cells.                                                                                                                                              |
| Gating strategy           | Live cells were defined by FSC gating and staining with propidium iodide or LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermo Fisher Scientific) for fresh and fixed staining, respectively. All gating strategies are stated in the manuscript. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

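RNA-seq was analysed for LN T cells of 4 groups (B6 CD4+, B6 CD8+, CD8.1 and CD8.2), with 3 samples each. The mapping of samples to groups and replicate numbers was taken from the sample labels, and every column of the deposited table was matched to a sample by its name, with 0 columns left unmapped. The authors aligned read pairs to the mouse genome mm10 with STAR and produced raw counts per gene with RSEM, and the deposited values are these counts, as whole numbers and without normalization. The paper's text names no version of either tool, no annotation release and no use of strand in counting. Gene identifiers in the table carry Ensembl version numbers, and positions were taken from GENCODE M21 on GRCm38, the build the authors used. The experiments of the paper other than RNA-seq were not analysed here.

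Counts were analysed in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr over the 4 groups), which left 13118 of 49585 genes. All 12 samples entered a single model with a coefficient per group, so that all comparisons share 1 estimate of the spread. The paper's text names no test for the RNA-seq beyond the unpaired Student test of its statistics section. A gene was called a DEG by the paper's limits, a fold change of more than 5 and an unadjusted P under 0.05. Standard errors of log2 fold changes were obtained from the fold change and the square root of the F statistic, and adjusted P values by the Benjamini-Hochberg method over all tested genes. Comparisons were made within B6 mice, within CD8 Dual mice and between the strains, and the difference between the strains in the lineage change was tested as an interaction at an adjusted P under 0.05, with no limit on the fold. Lineage scores were the slope, across B6 DEGs, of a sample's log2 CPM (prior count 2) relative to the B6 CD8+ mean on the difference between the B6 CD4+ and CD8+ means. For B6 samples, each replicate number was left out of the choice of genes and of the means before its samples were scored. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

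The fit was tested on simulated data first. Counts were drawn for the 13118 genes from each gene's mean over all samples, the library sizes and the fitted spread. This spread was the trend with the mean, without a spread of its own for each gene. In the CD4+ and CD8.1 samples 200 genes, drawn from those above a minimum mean count, were raised or lowered 8-fold. The fit recovered 99.0% of the changed genes in the comparison of B6 CD4+ with CD8+ T cells, with 1 false call, and 97.5% in that of CD8.1 with CD8.2 T cells, with 0 false calls. With no limit on the fold, an adjusted P under 0.05 was reached by 14 and 11 unchanged genes. For CD8.1 against B6 CD4+ T cells and for the interaction, where nothing was changed, 0 genes were called. These results do not cover the genes with the lowest counts, changes close to the fold limit or a library that departs from its group.

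Replicates were compared before they were averaged. The chi-square per gene between replicates was 8.76 to 87.1, so no 2 samples differed by as little as sampling noise. The pairing of samples comes from the replicate numbers in the labels alone. Since the groups share these numbers, each comparison was also fitted with the replicate number as a block, either within each strain or shared by the strains.

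Genes named in the text were chosen by a rule: genes named in the paper or in lists of markers, the 5 DEGs with the largest fold change in each direction within each strain among those with an adjusted P under 0.05 and no overlap between groups, the 5 B6 DEGs with the smallest interaction P whose change in CD8 Dual mice was opposite or under 1.5-fold, and the 5 genes with the largest mean strain difference in each direction. The alternatives tried were DESeq2 1.42.0 (its size factors alone, or its Wald test), no filter on low counts, a mean of at least 1 CPM, a limit of 2-fold, adjusted P, an unpaired two-sample test on log2(CPM + 1), only the groups compared, the replicate blocks, each sample left out in turn, no antigen receptor segments, and no *Cd4*, *Cd8a* and *Cd8b1*. For the scores, a median over genes and a prior count of 0.5 were also tried. No sample was left out of the results as given. *Ifng*, *Il4* and *Zbtb16* had too few counts to be tested.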

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

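The sort, the number of samples and the tests of library size, sex, position near *Cd4*, innate memory markers, V segments, the GC trend within each strain and other splits of the samples were set before the data were examined, as were the alternatives unless said otherwise. The tests on structural RNA, regulatory T cell markers, *Cd44*, memory markers, B cell and myeloid RNA, a single library, and library size and GC content for the interaction were chosen only after the result was seen.

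The lineage change differed between the strains for 245 genes at an adjusted P under 0.05 (edgeR's quasi-likelihood test of the interaction, with Benjamini-Hochberg adjustment), and 1741 genes had an unadjusted P under 0.05. The interaction was positive, toward CD8.1 T cells, in 207 of the 245 and negative in 38. This balance was far less one-sided without CD8.1 replicate 1, with 779 genes positive and 599 negative. With any other sample left out, 148 to 212 genes were positive and 18 to 41 negative. At an adjusted P under 0.05, 152 of the 245 were higher in CD8.1 than in B6 CD4+ T cells and 107 were lower in CD8.2 than in B6 CD8+ T cells. Among the B6 DEGs, 74 had such an interaction, 51 of them lower in CD8.2 than in B6 CD8+ T cells and 43 higher in CD8.1 than in B6 CD4+ T cells. The paper reports the shared direction of these genes and not this difference. The co-receptor genes have the interactions that the altered loci make by design, with log2 values of −6.93 for *Cd4*, 7.31 for *Cd8a* and 2.70 for *Cd8b1*. Of the other genes named in the paper or its methods, the interaction was 3.93 for *Itgae*, 3.45 for *Gzmb*, 2.95 for *Ly6c2*, 1.93 for *Il2rb*, 1.51 for *Cxcr3*, 0.98 for *Cish*, 0.92 for *Cd44* and −0.94 for *Cd40lg*. *Ly6c2* has the near-identical neighbour *Ly6c1*, and *Itgae*, *Cish*, *Cd44*, *Gpr15*, *4933440M02Rik*, *2900026A02Rik*, *Pdgfb* and *Plce1* overlap other genes, so the values of all of these are less certain. Among B6 DEGs whose change in CD8 Dual mice was opposite or under 1.5-fold, those with the smallest interaction P were *Gpr15* (5.58), *4933440M02Rik* (6.50), *2900026A02Rik* (4.03), *Pdgfb* (3.56) and *Plce1* (4.19), and *Kcnj8*, one of the genes that changed most in B6 mice, had 6.62. In B6 CD4+ T cells *4933440M02Rik* had at most 3 counts per sample and *Kcnj8* had 0, so the size of their interactions cannot be read from these values.

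Several explanations were tested for the 245 genes. The median totals of the strains differed by 1.20% of the larger range of totals within a strain, which is wide because CD8.2 replicate 3 had 37110502 counts. A difference in library size between the strains would act on both lineages alike and drop out of the interaction, so this value does not test it. A single odd library was tested by leaving out CD8.1 replicate 1, which had the lowest mean correlation with its group (Pearson's r 0.982). Without it the number rose to 1378 genes, all 245 among them, with 3308 at an unadjusted P under 0.05, and the common coefficient of variation fell from 11.2% to 9.57%. By chi-square per gene, which grows with depth, CD8.2 replicate 3 was farthest from its group (87.1 and 57.9). Without it the number was 167, all of them among the 245. This was the lowest number with any sample left out, 68.2% of 245, and only just above the limit under which a single library would account for the result. The interaction followed GC content, with median log2 values 0.199 higher in the highest than in the lowest of 5 equal groups of genes by GC (0.196 with the replicate number as a block). With a GC correction chosen after seeing the data, which left a difference of 0.00698, 269 genes had an adjusted P under 0.05 and 234 of the 245 were among them. GC content therefore does not fully account for the 245 genes. With the replicate block within each strain the number was 330, with 230 of the 245 among them, and with block and GC correction together 368, with 233 among them. Of 10 memory markers, 4 were lower in CD8.2 than in B6 CD8+ T cells when P was adjusted over all tested genes and 7 when it was adjusted over the list alone, and more memory-like cells among the sorted B6 CD8 cells than among the sorted CD8.2 cells cannot be told apart from a difference in expression per cell. The samples of the strains were also regrouped. Of the 4 splits that part all same-numbered pairs, only the real 1 gave as many as 245 interaction genes, and each of the other 3 gave 0 (at most 616 genes at an unadjusted P under 0.05). A share under 0.05 is not within reach of 4 splits. The other splits mix the strains, so a real strain difference widens their spread, and their numbers are no measure of false calls. Genes higher in CD8.1 than in B6 CD4+ T cells outnumber those lower in CD8.2 than in B6 CD8+ T cells among the 245, and a different mix of cells in either lineage is not excluded.

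CD8.1 T cells differed from B6 CD4+ T cells in 80 DEGs, 55 higher and 25 lower in CD8.1. CD8.2 T cells differed from B6 CD8+ T cells in 76 DEGs, 41 higher and 35 lower. The balance of directions depends on the setting. For CD8.2 it was 22 higher and 31 lower at an adjusted P under 0.05, 185 and 230 with a limit of 2-fold, 14 and 21 with a mean of at least 1 CPM, 0 and 6 with the two-sample test, and 154 and 125 with no filter. For CD8.1 it was 213 higher and 275 lower with no filter and 5 and 9 with the two-sample test, against 53 and 17 at an adjusted P under 0.05, 475 and 158 with a limit of 2-fold and 20 and 15 with a mean of at least 1 CPM. The paper does not compare these pairs directly by RNA-seq. For each of these comparisons the real split was the only 1 of the 4 splits parting all same-numbered pairs that gave as many DEGs, and the next gave 16 and 26. Those splits mix the strains, so a real strain difference widens their spread and lowers their numbers. Of the 25 genes lower in CD8.1, 10 rose and fell with the share of structural RNA across the other 9 samples (Pearson's r above 0.8), against 0.274% of all tested genes. Of the 10, 4 are structural RNAs that are part of that share, so their correlation is partly built in and the comparison with all genes is not a fair one. With each gene's own counts taken out of the share the number was again 10, but of the 21 genes that are not structural RNAs only 6 followed it. This share was 0.00156% to 0.0463% of counts. It covers only genes annotated as structural RNA and leaves out *Gm42418*. In CD8.2 replicate 3, where the share was 0.0463%, *Gm42418* held 3.14% of counts. *Gm42418* was at 878 to 1946 CPM in CD8.1 and 3086 to 7417 CPM in B6 CD4+ samples. The share is therefore no upper limit on such RNA if *Gm42418* is counted with it. How many of the 25 genes follow the share depends on how structural RNA is defined. Of 4 definitions tried after the first result was seen, the others gave 12, 12 and 13 of 25, on both sides of the majority that was set as the limit. Among genes outside the share, they gave 8 of 21, 4 of 15 and 4 of 15, short of a majority. Structural RNA taken up unequally by the libraries cannot be told apart from a lower expression for the genes that follow the share, among them *Lars2*, *Rn7sk*, *Rpph1* and *Rmrp*, which were named after their values were seen. *Cd4* was not among the 10.

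In both lineages 10 genes differed between the strains in the same direction. The mean log2 difference was 6.70 for *Gm16867*, 4.08 for *Gm4841*, 4.01 for *Ces2c*, 3.63 for *Il1rl1*, 2.96 for *Il9r* and −4.58 for *Evc*. Against groups at the floor these values are not folds. *Gm4841* was at least 4.26-fold higher in CD8.2 than in B6 CD8+ T cells, and *Ces2c* at least 6.76-fold higher in CD8.1 than in B6 CD4+ and at least 1.35-fold higher in CD8.2 than in B6 CD8+ T cells. *Gm16867* and *Evc* overlap other genes. *Gm16867* had 0 counts in every B6 sample and was at least 4.90-fold higher in CD8.1 and at least 3.73-fold higher in CD8.2 T cells. *Evc* was at least 9.10-fold lower in CD8.2 than in B6 CD8+ T cells and at least 1.34-fold lower in CD8.1 than in B6 CD4+ T cells, and *Il1rl1* was above the floor in neither CD8.2 nor B6 CD8+ T cells, so that its difference in that lineage has no size. The remaining genes, named after their values were seen, were *Map2*, *Pla2g2d*, *Asb2* and *C1qa*. Genes carried along with the altered *Cd4* locus would lie near it, but 0 of the 10 lay within 20 Mb, against 1.75% of the tested genes (Fisher's exact test, P = 1). Of the 377 genes with an adjusted P under 0.05 in both lineages, 153 higher and 224 lower in CD8.1, 9 lay there (odds ratio 1.39, Fisher's exact test, P = 0.317). Genes expressed in only 1 lineage could not enter these sets, and the interaction genes were not tested for position. *Kcnj8* and *Klra6*, which lie within that window, were lower in CD8.2 than in B6 CD8+ T cells. Linked genes that act in 1 lineage are therefore not excluded. The median total was 22580730 counts in B6 and 22359168 in CD8 Dual samples, the 1.20% of a wide range already given, so the strains differed little in library size. A difference in the sex of the mice was tested by *Xist*, which had 0 counts in all 12 samples, and by *Ddx3y*, which had 832 to 1859, so every sample came from males. RNA from B cells or myeloid cells in the CD8Dual samples was tested on 9 markers, of which 2 were higher in both lineages at an adjusted P under 0.05 (5 in CD8.1 and 3 in CD8.2 T cells). As 7 of the 9 were higher in both lineages without regard to P, and *C1qa* is itself expressed by myeloid cells, such RNA cannot be told apart from a strain difference. The real split was the only 1 of 4 splits to give as many shared genes, and the next gave 2, while the 6 splits that part 1 pair gave at most 6. These splits too mix the strains, which lowers their numbers where the strains differ.

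Of the CD8.1 and CD8.2 DEGs, 153 were not B6 DEGs, 120 higher in CD8.1 and 33 higher in CD8.2. In B6 mice, 123 of the 153 changed in the same direction, 67 of them at an adjusted P under 0.05 and 65 of these by more than 2-fold. The interaction was at an adjusted P under 0.05 for 37 of the 153. The GC trend also runs through this comparison. Median log2 fold changes between CD8.1 and CD8.2 T cells were 0.187 higher in the highest than in the lowest of these groups, against −0.0102 in B6 mice, and 0.186 and −0.0123 with the replicate block within each strain. After the GC correction the difference was 0.00310 and 437 genes met the DEG definition, 429 of the 435 among them. GC content therefore follows the change between CD8.1 and CD8.2 T cells across genes, but it does not account for the DEGs. The number of DEGs stood apart from other splits of the samples in each comparison, always as 1 of 4. The next largest number was 12 between B6 CD4+ and CD8+ T cells, 21 between CD8.1 and CD8.2, 18 between CD8.1 and B6 CD8+, and 21 between CD8.2 and B6 CD4+ T cells. The 6 splits that part only 1 same-numbered pair gave at most 27, 21, 10 and 23 DEGs in these comparisons. All other splits mix the real groups, so a real difference widens their spread and lowers their numbers. These numbers are therefore no measure of false calls.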

How the results depend on the processing

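The GC corrections were chosen after seeing the data. For each change given here, the cause was not tested.

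The limits on counts, fold and test moved the numbers of DEGs most. In the order B6 CD4+ against CD8+, CD8.1 against CD8.2, CD8.1 against B6 CD4+, CD8.2 against B6 CD8+, CD8.1 against B6 CD8+ and CD8.2 against B6 CD4+ T cells, the numbers were 431, 435, 80, 76, 532 and 358. With no filter on low counts they were 975, 858, 488, 279, 1114 and 867, with a mean of at least 1 CPM 238, 241, 35, 35, 284 and 205, with a limit of 2-fold 1247, 1360, 633, 415, 1655 and 1235, and with the unpaired two-sample test on log2(CPM + 1) 123, 112, 14, 6, 146 and 102. DESeq2's size factors and its Wald test, adjusted P, the groups compared alone, and the removal of antigen receptor segments or of *Cd4*, *Cd8a* and *Cd8b1* kept each of these numbers within 1.5 times. No change of scaling moved the share of higher DEGs by more than 10 points.

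Interaction genes numbered 245, and 410 with DESeq2's Wald test, 620 with no filter, 1741 at an unadjusted P under 0.05 and 368 with the replicate block within each strain and the GC correction. The 10 genes shared by the strains' differences in both lineages became 30 with no filter, 2 with a mean of at least 1 CPM, 6 at an adjusted P under 0.05, 100 with a limit of 2-fold and 0 with the two-sample test, which already used an unadjusted P under 0.05.

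The share of B6 DEGs that changed in the same direction in CD8 Dual mice, 96.1%, was 75.7% with no filter, 98.3% with a mean of at least 1 CPM, 93.2% with a limit of 2-fold and 99.2% with the two-sample test. Their correlation, 0.912, was 0.643, 0.937, 0.884 and 0.941 under these settings. The share that met the definition again, 65.2%, was 38.8% with no filter and 59.3% with the two-sample test. Among genes with a mean under 1 CPM the share in the same direction was 93.3%.

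The CD8.1 score of 0.931 was 0.880 with no filter, 0.900 with a mean of at least 1 CPM, 0.867 with the two-sample test, 0.955 without *Cd4*, *Cd8a* and *Cd8b1*, 0.973 as a median over genes and 0.946 with a prior count of 0.5. The CD8.2 score of 0.181 was 0.198, 0.167 and 0.149 under the first 3 of these, 0.161 as a median and 0.189 with a prior count of 0.5.

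With the replicate number as a block within each strain, there were 430 B6 DEGs (425 of the 431 among them), 432 between CD8.1 and CD8.2 (426 of the 435 among them) and 330 interaction genes. With a block shared by the strains there were 430, 442 and 211, and 10 genes shared by both lineages. The correlation across B6 DEGs was 0.914 with the block within each strain.

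With samples left out in turn, the interaction genes numbered from 167 to 1378, the genes shared by both lineages from 6 to 13, the correlation ran from 0.878 to 0.913, the CD8.1 score from 0.912 to 0.936 and the CD8.2 score from 0.177 to 0.198. The 6 numbers of DEGs stayed within 1.5 times.

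For the genes covered by the rule for naming, only results at an adjusted P under 0.05 in the main fit were taken, 179 over 58 genes. Markers used only for checks and those listed after the comparisons were seen were left out. As these results were chosen for passing on the same counts, few reversals could occur. They were set against the alternatives in 3134 comparisons. In 2955 of them the direction and an adjusted P under 0.05 stayed, in 179 the direction stayed and the adjusted P rose past 0.05, and in 0 the direction was reversed. The two-sample test accounts for 63 of these 179 comparisons, among 162 results it was run on.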

Differences from the paper's values

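The paper gives 631 DEGs between B6 CD4+ and CD8+ T cells, and the deposited counts gave 431 under the same limits on fold and P with edgeR's test, within 1.5 times of the paper's number. Of the alternatives set before the data were examined, no filter on low counts (975), a mean of at least 1 CPM (238), a limit of 2-fold (1247) and the unpaired two-sample test (123) gave numbers more than 1.5 times from it, and no setting gave 631. The share of DEGs higher in CD4+ T cells was 49.9%, against about 47% in the paper's Fig. 1f, read by eye. It was 64.0% with no filter, 39.5% with a mean of at least 1 CPM, 55.6% with a limit of 2-fold and 30.9% with the two-sample test, the last more than 1.5 times from the figure's share.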

Other observations

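The tests on regulatory T cell markers, *Cd44* and B cell and myeloid RNA were chosen only after the result was seen.

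*Foxp3* and *Il2ra* were higher in CD8.1 than in B6 CD4+ T cells. The log2 fold changes were 1.87 (standard error 0.174, adjusted P = 1.18e-05) and 1.51 (standard error 0.139, adjusted P = 1.12e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for each gene all 3 CD8.1 samples lay above all 3 B6 CD4+ samples. With samples left out in turn the adjusted P rose to at most 0.000255 and 0.000202. Over all alternatives, the adjusted P of the Foxp3 CD8.1 vs B6 CD4 log2 fold change ran from 6.58e-67 with no filter to 0.129 with the unpaired two-sample test, and that of the Il2ra CD8.1 vs B6 CD4 log2 fold change from 3.84e-40 to 0.127. The highest values from edgeR's test were 0.000329 and 0.000572, with only the groups compared. *Foxp3*, *Il2ra* and *Cd44* overlap other genes, as do *Ikzf2*, *Ikzf4*, *Ctla4*, *Tnfrsf18* and *Nrp1* among the markers that follow. The paper reports Foxp3+ CD8.1 Treg cells in the thymus (Fig. 2c). A larger share of regulatory T cells among the sorted CD8.1 cells would raise other markers too, and of 8 such markers (*Ikzf2*, *Ikzf4*, *Ctla4*, *Tnfrsf18*, *Tnfrsf4*, *Lrrc32*, *Nrp1* and *Izumo1r*) 8 were higher in CD8.1 at an adjusted P under 0.05, with a median log2 fold change of 1.27. These markers were listed after the comparisons were seen and before their own values were looked at, except *Ctla4*, which had been seen. A gate on CD44 that differed between the sorts would raise *Cd44*, whose log2 fold change was 1.04 (standard error 0.118), but so would regulatory T cells inside the same gate, and the labels name no such gate. *Foxp3* was also higher in CD8.1 than in CD8.2 T cells, by a log2 fold change of 6.80. B6 CD4+ and CD8+ T cells differed as much (6.89). This ratio alone does not bear on RNA from B cells or myeloid cells in the CD8Dual samples, but the amounts do. Markers of these cells were higher in CD8.1 than in CD8.2 T cells by log2 fold changes of at most 0.97 (B cell) and 0.23 (myeloid). CD8.2 samples held only 0.809 to 1.46 CPM of *Foxp3*, against 102 to 168 CPM in CD8.1 samples. For *Il2ra* they held 1.58 to 1.90 CPM, against 89.2 to 102 CPM. These values argue against such RNA as the source of the rise of both genes in CD8.1. In CD8.2 against B6 CD8+ T cells the log2 fold change was 1.96 for *Foxp3* (standard error 0.467, adjusted P = 0.0190) and 0.67 for *Il2ra* (standard error 0.265, adjusted P = 0.137) by edgeR's test, higher in 3 of 3 samples for each. Over all alternatives, the adjusted P of the Foxp3 CD8.2 vs B6 CD8 log2 fold change ran from 3.49e-09 with no filter to 0.108 with the unpaired two-sample test. A larger share of regulatory T cells may lie behind the rise in CD8.1, as a hypothesis. It cannot be told apart from a difference in the gate.

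TCR V segments were compared because CD8.1 and CD8.2 T cells are both selected on MHC-I in the paper. Of 88 V segment genes tested, 50 differed between B6 CD4+ and CD8+ T cells at an adjusted P under 0.05, and 0 met the 5-fold limit of the DEG definition. On these 50, CD8.1 samples scored 0.470 ± 0.0380 (SD, n = 3) on the scale on which 0 is the B6 CD8+ mean and 1 the B6 CD4+ mean, with a range of 0.426 to 0.495, against 0.931 on the DEGs. CD8.2 samples scored 0.0815 ± 0.0659 (SD, n = 3). B6 samples scored on segments chosen without them gave means of 0.97 for CD4+ and 0.0313 for CD8+ T cells. Of the 50, 42 changed in the same direction between CD8.1 and CD8.2 T cells, 20 of them at an adjusted P under 0.05, and the median absolute log2 change fell from 1.07 in B6 mice to 0.41. The interaction was at an adjusted P under 0.05 for 13 of the 50. The limit set for usage that goes with MHC restriction was a score under 0.5. The CD8.1 score of 0.470 lies just under it, about midway, so V segment usage may follow MHC restriction in part. V segments are near-identical families whose reads can be split, they are expressed at different levels, and regulatory T cells in the CD8.1 samples were not separated from the rest, so this remains a hypothesis.

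Innate memory CD8+ T cells are described in the paper as CD44 hiCXCR3+CD122+Ly6C+Eomes+. To test for innate memory CD8 T cells among the sorted CD8.2 cells, *Cd44*, *Cxcr3*, *Il2rb*, *Ly6c2* and *Eomes* were compared with B6 CD8+ T cells. Of the 5 genes, 0 were higher in CD8.2 at an adjusted P under 0.05 and 1 was higher without regard to P. The adjusted P was under 0.05 for 2 that were lower, *Ly6c2* with a log2 fold change of −0.91 (adjusted P = 0.000402) and *Il2rb* with −0.58 (adjusted P = 0.00153, edgeR's test with Benjamini-Hochberg adjustment for both), in every sample. Over all alternatives, the adjusted P of the Ly6c2 CD8.2 vs B6 CD8 log2 fold change ran from 2.61e-21 to 0.0677, and that of the Il2rb CD8.2 vs B6 CD8 log2 fold change from 1.22e-08 to 0.0322, each lowest with no filter and highest with the unpaired two-sample test. Over the 7 genes of the list fixed beforehand, which adds *Ly6c1* and *Itga4*, 2 were lower when P was adjusted over all genes and 3 when it was adjusted over the list. The methods of the paper sort CD62L+CD44- cells for RNA-seq, and such a gate would leave out CD44 hi cells before sequencing. The lack of a rise therefore does not show whether CD8 Dual mice have innate memory CD8 T cells. *Cd44*, *Eomes* and *Itga4* overlap other genes.

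The paper measures CD5 protein and *Nur77* mRNA in LN T cells (Fig. 3d,e). In the RNA-seq, *Cd5* was at 444 ± 56.1 CPM in CD8.1 and 197 ± 11.3 CPM in CD8.2 T cells (SD, n = 3), a log2 fold change of 1.17 (standard error 0.0891, adjusted P = 9.69e-08 from edgeR's test with Benjamini-Hochberg adjustment), higher in 3 of 3 samples. *Nr4a1*, which encodes Nur77, was at 63.0 ± 9.68 and 13.5 ± 2.96 CPM (SD, n = 3), a log2 fold change of 2.23 (standard error 0.212, adjusted P = 1.35e-06 from the same edgeR test), higher in 3 of 3 samples. Over all alternatives, the adjusted P of the Cd5 CD8Dual CD8.1 vs CD8.2 log2 fold change ran up to 0.0139 and that of the Nr4a1 CD8Dual CD8.1 vs CD8.2 log2 fold change up to 0.0129, with the unpaired two-sample test. In B6 mice the log2 fold changes between CD4+ and CD8+ T cells were 1.04 and 2.15, and the interactions of 0.13 and 0.08 had adjusted P of 0.704 and 0.933 by edgeR's test.

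*Gzmb*, whose protein the paper measures after stimulation (Fig. 2b), was low in all groups of these unstimulated cells. It was at 5.73 ± 1.08 CPM in CD8.1, 0.945 ± 0.163 in CD8.2, 0.909 ± 0.409 in B6 CD4+ and 1.64 ± 0.640 in B6 CD8+ T cells (SD, n = 3), a log2 fold change of 2.62 between CD8.1 and CD8.2 T cells (adjusted P = 3.09e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 samples). Over all alternatives, the adjusted P of the Gzmb CD8Dual CD8.1 vs CD8.2 log2 fold change ran up to 0.00888. No explanation was tested for this difference.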
